# ARID1A Is Essential for Endometrial Function during Early Pregnancy

**DOI:** 10.1371/journal.pgen.1005537

**Published:** 2015-09-17

**Authors:** Tae Hoon Kim, Jung-Yoon Yoo, Zhong Wang, John P. Lydon, Shikha Khatri, Shannon M. Hawkins, Richard E. Leach, Asgerally T. Fazleabas, Steven L. Young, Bruce A. Lessey, Bon Jeong Ku, Jae-Wook Jeong

## Abstract

AT-rich interactive domain 1A gene (ARID1A) loss is a frequent event in endometriosis-associated ovarian carcinomas. Endometriosis is a disease in which tissue that normally grows inside the uterus grows outside the uterus, and 50% of women with endometriosis are infertile. ARID1A protein levels were significantly lower in the eutopic endometrium of women with endometriosis compared to women without endometriosis. However, an understanding of the physiological effects of *ARID1A* loss remains quite poor, and the function of *Arid1a* in the female reproductive tract has remained elusive. In order to understand the role of *Arid1a* in the uterus, we have generated mice with conditional ablation of *Arid1a* in the *PGR* positive cells (*Pgr* ^*cre/+*^ *Arid1a* ^*f/f*^; *Arid1a* ^*d/d*^). Ovarian function and uterine development of *Arid1a* ^*d/d*^ mice were normal. However, *Arid1a* ^*d/d*^ mice were sterile due to defective embryo implantation and decidualization. The epithelial proliferation was significantly increased in *Arid1a* ^*d/d*^ mice compared to control mice. Enhanced epithelial estrogen activity and reduced epithelial PGR expression, which impedes maturation of the receptive uterus, was observed in *Arid1a* ^*d/d*^ mice at the peri-implantation period. The microarray analysis revealed that ARID1A represses the genes related to cell cycle and DNA replication. We showed that ARID1A positively regulates *Klf15* expression with PGR to inhibit epithelial proliferation at peri-implantation. Our results suggest that *Arid1a* has a critical role in modulating epithelial proliferation which is a critical requisite for fertility. This finding provides a new signaling pathway for steroid hormone regulation in female reproductive biology and furthers our understanding of the molecular mechanisms that underlie dysregulation of hormonal signaling in human reproductive disorders such as endometriosis.

## Author Summary

Endometriosis afflicts about 10% of women of reproductive age and is a major cause of pain and infertility. We showed attenuation of endometrial ARID1A in women with endometriosis as compared to women without endometriosis, and thus hypothesized that ARID1A plays an important role in ensuring normal fertility in the uterus. To test this hypothesis, we generated uterine-specific *Arid1a* knock-out mice, which were infertile due to defective implantation and decidualization. The mutant mice demonstrated increased endometrial epithelial proliferation with enhanced estrogen signaling and attenuation of epithelial PGR. Microarray and ChIP analysis revealed that *Arid1a* suppresses epithelial proliferation with PGR by regulating *Klf15* expression. These data suggest that *Arid1a* plays an important role in steroid hormone signaling in endometrial function and dysfunction. Further investigation of ARID1A will be important for understanding altered endometrial function in infertility and endometriosis and in developing therapies for these disorders.

## Introduction

Endometriosis is one of the most significant diseases affecting females of reproductive-age and affects an estimated 5 million women in the United States. Endometriosis is defined as the presence of endometrium-like tissue outside of the uterine cavity. The incidence increases up to 50% in patients with infertility and up to 45% in patients with chronic pelvic pain [1,2]. Infertility and pregnancy loss are major public health concerns for reproductive-age women. Establishment of uterine receptivity by the sequential actions of estrogen (E2) and progesterone (P4) on uterine cells is critical for successful embryo apposition, attachment, implantation, and pregnancy maintenance. Lack of sufficient E2 and P4 action can result in infertility and pregnancy loss in humans [3,4] and mice [5]. One of the primary effects of E2 on the endometrium is stimulation of epithelial proliferation, while the primary effects of P4 are to inhibit epithelial proliferation and induce differentiation to an embryo receptive state [6,7]. Cellular E2 and P4 actions can occur directly on a specific cell type and indirectly via paracrine activity mediated by another cell type. P4 through its cognate receptor, the progesterone receptor (PGR), have important roles in the establishment and maintenance of pregnancy [7–10]. P4 attenuates E2 stimulated epithelial cell proliferation by epithelial PGR [11].

At the time of embryo implantation, the expression of PGR is promptly downregulated in the luminal epithelium in both humans and mice, and its expression is increased in stromal cells, anticipating the role of PGR in induction of decidualization [12]. Epithelial PGR acts to inhibit E2-induced epithelial proliferation. Epithelial PGR female mice are infertile due to embryo implantation defects indicating that epithelial PGR is essential for uterine function [11].

Endometriosis regression was found in some patients with endometriosis during pregnancy or who were exposed to progestin-based therapeutics [13,14]. However there are endometriosis patients who do not respond to treatment due to progesterone resistance. The molecular changes by P4 in the eutopic endometrium from women with endometriosis are either blunted or undetectable. P4 cannot inhibit E2-dependent growth of endometriosis[15]. The previous microarray studies of comparing women with and without endometriosis reported that many of the P4 target genes were altered at the time of implantation when P4 levels are highest [16,17]. P4 therapy also prevents the development of endometrial cancer associated with unopposed E2 by blocking E2 actions [18]. Expression of PGR was known as positively correlated with a good prognosis and responsiveness to progestin treatment [19]. However, more than 30% of patients with progestin treatment did not respond to progestin due to de novo or acquired progestin resistance [20–24]. The mechanism of progestin resistance is still unknown. Understanding the molecular mechanisms regulating E2 and P4 actions in the endometrium is critical in developing therapeutic approaches to alleviate this women’s health crisis.

Ovarian clear-cell and endometrioid carcinomas are associated with endometriosis through distinct but currently unknown mechanisms [25–27]. One of the possible mechanisms is linked to mutation of the AT-rich interactive domain 1A gene (*ARID1A*) [28]. *ARID1A* encodes BAF250a (ARID1A) protein which is one of the subunits in the switch/sucrose non-fermentable (SWI/SNF) chromatin remodeling complex [29]. *ARID1A* mutations leading to loss of the protein expression [30] have been found in 46% of ovarian clear-cell carcinomas and 30% of endometrioid ovarian carcinomas [28,31]. ARID1A is also critical for embryogenesis in mice and the maintenance of ES cell self-renewal, as well as lineage-specific differentiation of ES cells in vitro [32]. Embryos lacking one allele resulted in late embryonic lethality, complete loss of ARID1A led to developmental arrest around E6.5 without formation of a primitive streak and mesoderm. Ablation of ARID1A in mice ES cells led to altered cell morphology and proliferation [33]. However, little is known about the physiological or pathological effects of ARID1A expression in the endometrium.

We found that ARID1A levels are remarkably lower in endometrium from women with endometriosis compared to women without endometriosis. In an effort to overcome embryonic lethality of *Arid1a* knock-out mice, we have used conditional *Arid1a* knock-out mice in the uterus. In this study, we observed that the mutant mice are sterile due to increased epithelial cell proliferation which resulted in implantation defects. Our results suggest that *Arid1a* suppresses E2 signaling with PGR by modulating KLF15 expression indicating the critical role of *Arid1a* in the peri-implantation period.

## Results

### Attenuation of ARID1A in eutopic endometrial tissue from women with endometriosis

We examined the levels of ARID1A in endometrium from spontaneously cycling women using immunohistochemical analysis. We observed the most abundant levels of ARID1A protein throughout the menstrual cycle in women without endometriosis (S1 Fig). ARID1A proteins were strongly detected in the stromal and epithelial cells of endometrium from the proliferative phase and early, mid, and late secretory phases in women without endometriosis (n = 7 per stage). However, the levels of ARID1A were significantly lower in both the stromal and epithelial cells of endometrium from proliferative and secretory phase endometriosis patients (n = 28) compared to women without endometriosis (n = 28) (Fig 1).

**Fig 1:**
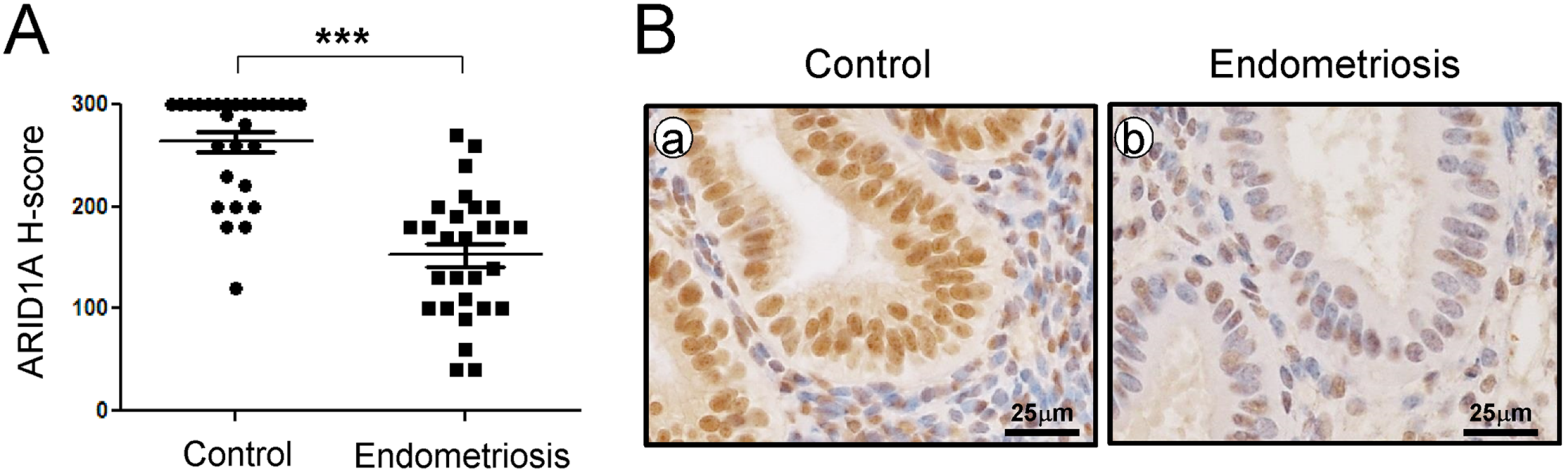
ARID1A loss in eutopic endometrial tissue from infertile women with endometriosis. (A) The immunohistochemical histological score (H-score) of ARID1A proteins. The results represent the mean ± SEM. *** *p*<0.001. (B) Representative photomicrograph of immunohistochemical staining of ARID1A proteins in human endometrium with and without endometriosis.

To determine whether ARID1A is expressed during pregnancy, we next examined the mRNA and protein levels of ARID1A in the uteri of wild-type mice during early pregnancy by real-time RT-PCR and immunohistochemical analysis (S2 Fig). The initiation of pregnancy was marked by the presence of the postcoital vaginal plug (0.5 dpc). The expression of *Arid1a* mRNA was strongly detected on 0.5 dpc, which consistently expressed until 6.5 dpc in the uterus. To further investigate the spatiotemporal expression profiles of ARID1A protein in the uterus during early pregnancy, we performed immunohistochemistry analysis during sequential time points. Consistent with the real-time PCR results, ARID1A proteins were also consistently strong in the nucleus of epithelial and stromal cells during early pregnancy. These data suggest that ARID1A may play an important role during early pregnancy.

### Fertility defect of mice with ablation of *Arid1a* in the PGR-expressing cells

*Arid1a* knock-out mice resulted in embryo lethality [33]. Therefore, in order to investigate the role of *Arid1a* in the uterus, we generated a mouse model in which *Arid1a* gene expression is ablated specifically in the PGR-expressing cells (*Pgr* ^*cre/+*^ *Arid1a* ^*f/f*^; *Arid1a* ^*d/d*^). ARID1A proteins were remarkably reduced in *Arid1a* ^*d/d*^ mice by western blot (S3A Fig). The uteri of *Arid1a* ^*f/f*^ control mice showed abundant ARID1A proteins at the luminal epithelium, glandular epithelium and stroma, whereas this staining was absent in the *Arid1a* ^*d/d*^ mice (S3B Fig). These results confirm our successful ablation of *Arid1a* within the uterus of *Arid1a* ^*d/d*^ mice.

To investigate the impact of ablation of *Arid1a* on female fertility, female control (*Arid1a* ^*f/f*^) and *Arid1a* ^*d/d*^ mice were mated with wild-type male mice for 6 months. *Arid1a* ^*f/f*^ mice (n = 9) had an average of 7.21± 0.29 pups/litter, whereas *Arid1a* ^*d/d*^ mice (n = 9) had no pups (S1 Table). These results revealed that *Arid1a* ^*d/d*^ mice were sterile. To test for an ovarian phenotype, female *Arid1a* ^*d/d*^ mice were examined for their ability to ovulate normally in response to a superovulatory regimen of gonadotropins [34]. *Arid1a* ^*d/d*^ mice yielded 19.86 ± 0.99 oocytes which did not differ significantly from *Arid1a* ^*f/f*^ mice (19.50 ± 1.85) (S2 Table). Also, histological analysis of the *Arid1a* ^*d/d*^ ovary did not show any alterations in ovarian morphology *Arid1a* ^*d/d*^ mice showed normal development of corpora lutea (n = 5) (S4A Fig). The serum level of E2 and P4 were 4.40± 0.71 pg/ml and 11.57± 1.88 ng/ml, respectively in *Arid1a* ^*f/f*^ mice, meanwhile 5.43± 0.50 pg/ml and 15.69± 1.96 ng/ml, respectively in *Arid1a* ^*d/d*^ mice. The serum level of E2 and P4 showed no significant statistical difference between the mice at 3.5 dpc (n = 3 per genotype) (S4B Fig). This result shows that ovarian morphology and functioning were not affected in the *Arid1a* ^*d/d*^ females suggesting that the fertility defect is primarily due to a uterine defect.

### Implantation defect in *Arid1a* ^*d/d*^ mice

To determine the cause of infertility in *Arid1a* ^*d/d*^ mice, 8-week-old female *Arid1a* ^*f/f*^ and *Arid1a* ^*d/d*^ mice were mated with intact wild-type male mice. Females were euthanized at 5.5 dpc of pregnancy, and the numbers of implantation sites were counted. Implantation sites were detected in the uterine horn of *Arid1a* ^*f/f*^ mice, whereas there were no implantation sites in *Arid1a* ^*d/d*^ mice (Fig 2A). Histological analysis revealed that embryos could not attach to the uterine horn of *Arid1a* ^*d/d*^ mice while embryos were attached well in *Arid1a* ^*f/f*^ mice and surrounded by decidualized cells (n = 5) (Fig 2B). To address a defect of embryo implantation in *Arid1a* ^*d/d*^ mice, mice were dissected at 4.5 dpc. Free-floating embryos (4.67 ± 1.33 per mouse) were found in the uterine horn of *Arid1a* ^*d/d*^, whereas well attached embryos (5.50 ± 0.65 per mouse) were found in the uterine horn of *Arid1a* ^*f/f*^ mice (n = 5) (Fig 2C). These results suggest that a failure of embryo attachment is one of the causes of the infertility observed in *Arid1a* ^*d/d*^ mice.

**Fig 2:**
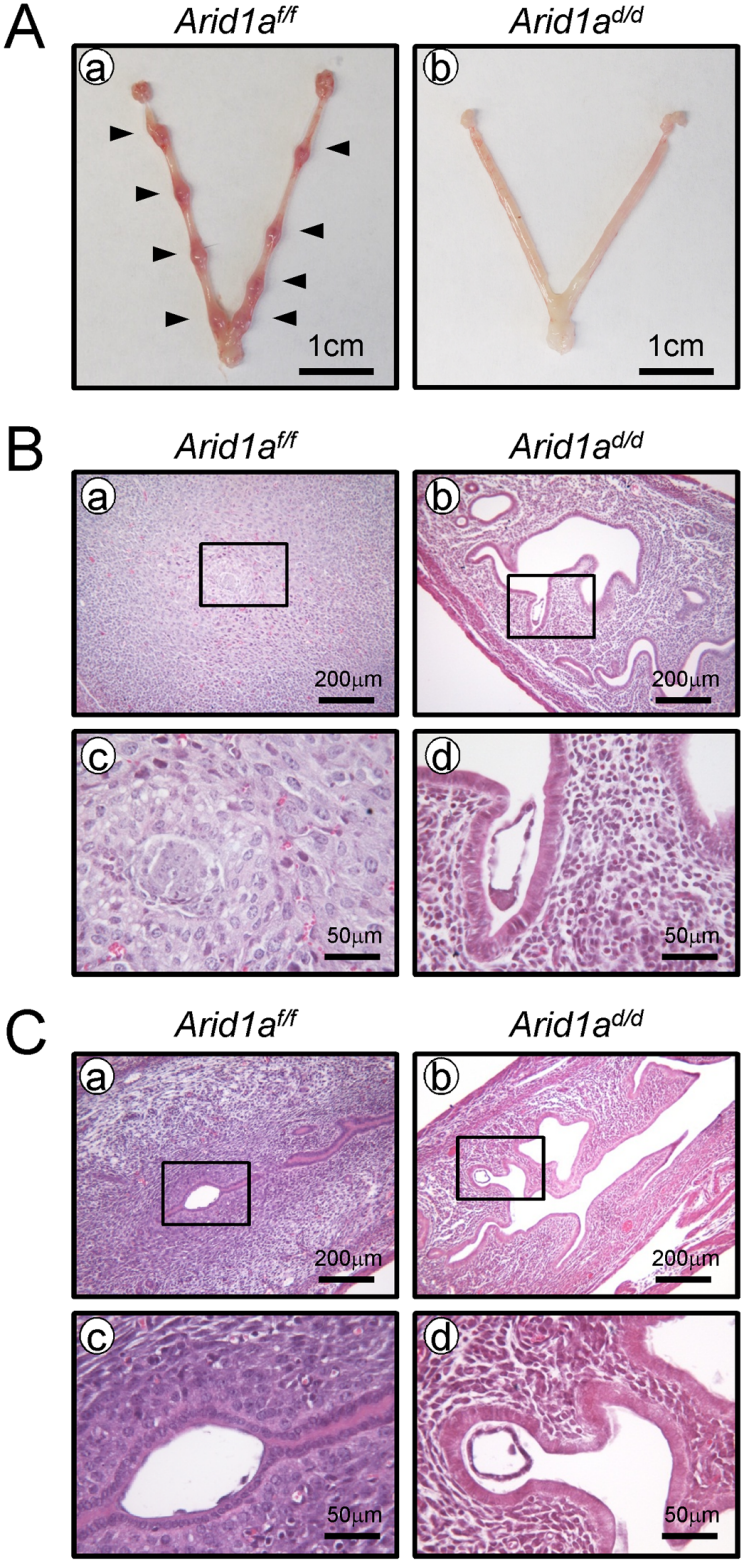
A failure of implantation in *Arid1a* ^*d/d*^ mice. (A) Implantation sites were not detected in the uteri of *Arid1a* ^*d/d*^ mice (n = 5), compared with *Arid1a* ^*f/f*^ mice at 5.5 dpc (n = 5). Arrow heads indicate implantation sites. (B) Histology of implantation site in *Arid1a* ^*f/f*^ (a and c) and *Arid1a* ^*d/d*^ mice (b and d) at 5.5 dpc. (C) While well-attached embryos were found in *Arid1a* ^*f/f*^ (a and c), free-floating embryos were found in the uterine cavity of *Arid1a* ^*d/d*^ mice at 4.5 dpc (b and d).

### Decidualization defect in *Arid1a* ^*d/d*^ mice

Embryo invasion transforms endometrial stromal cells into a decidual phenotype [35–37]. Patients with gynecological pathologies contributing to infertility, such as endometriosis, display markedly reduced decidualization and impaired uterine receptivity [38]. To access ARID1A function in stroma cells, we examined the levels of ARID1A in human primary endometrial stromal cells (hESCs) from patients with or without endometriosis by Western blot. All 6 hESCs from women without endometriosis showed strong expression of ARID1A in hESCs from women without endometriosis. Interestingly, 5 of 6 hESCs from women with endometriosis did not detect ARID1A protein (Fig 3A). This result suggests that ARID1A loss may cause an impaired decidualization in patients with endometriosis. Therefore, we next examined the role of *Arid1a* in decidualization.

**Fig 3:**
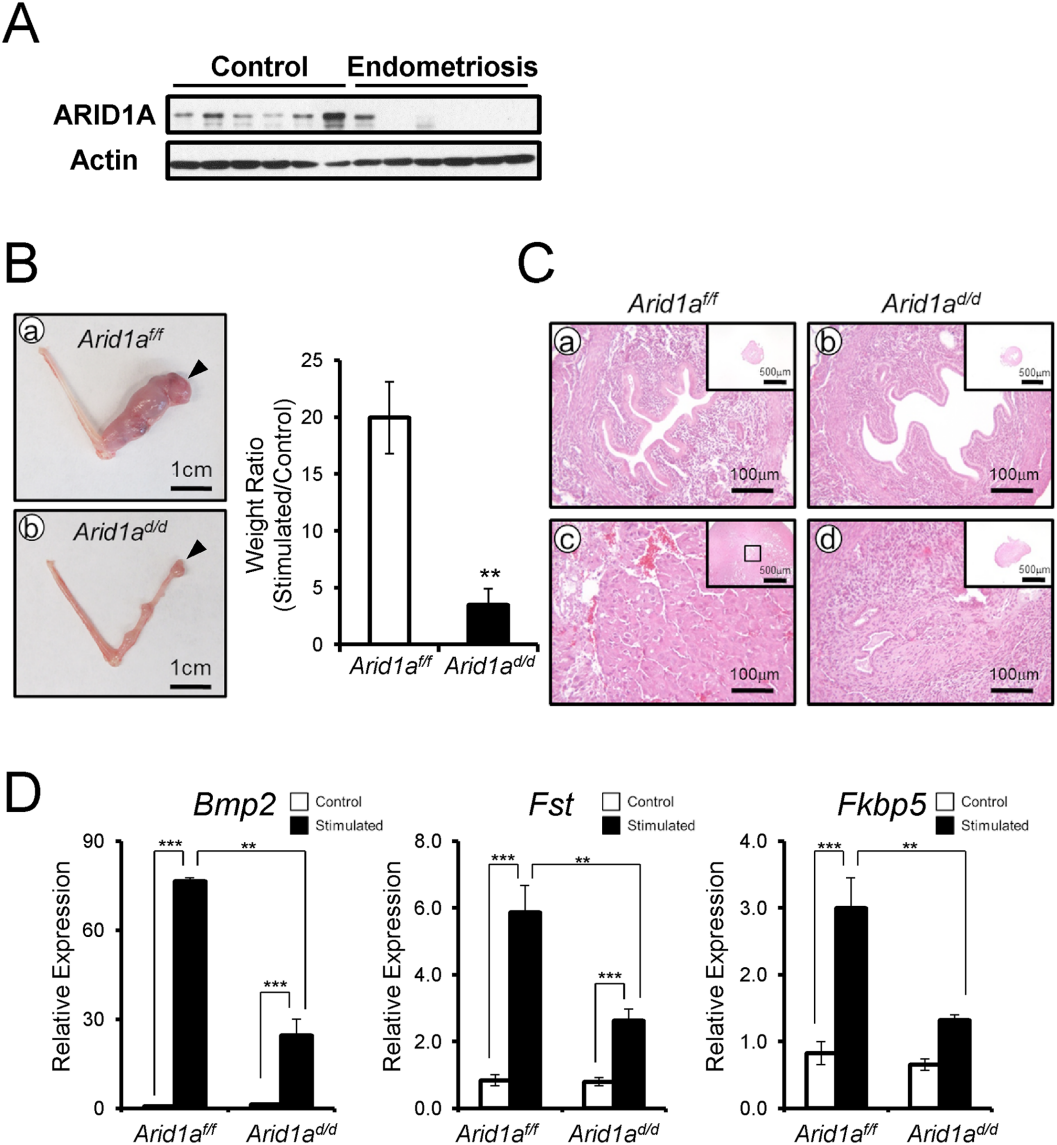
*Arid1a* ^*d/d*^ mice exhibited an altered decidualization. (A) The ARID1A expression were lower in infertile women with endometriosis (n = 6) compared to women without endometriosis (n = 6). (B) The decidualization is highly induced in *Arid1a* ^*f/f*^ mice (a) but not *Arid1a* ^*d/d*^ mice. Arrow heads indicate stimulated horns. (b). The uterine weight ratio was significantly decreased in *Arid1a* ^*d/d*^ mice as compared to *Arid1a* ^*f/f*^ (C) Histology of control and stimulated horn in *Arid1a* ^*f/f*^ (a and c) and *Arid1a* ^*d/d*^ mice (b and d) at day 5, respectively (D) The expression of decidualization marker genes, *Bmp2*, *Fst* and *Fkbp5* was measured in the uteri of control and stimulated horn. The results represent the mean ± SEM of three independent RNA sets. **, *p* < 0.01; ***, *p* < 0.001.

We next examined the ability of *Arid1a* ^*d/d*^ mice to undergo decidualization after artificial hormonal induction. Ovariectomized *Arid1a* ^*f/f*^ and *Arid1a* ^*d/d*^ mice were treated with E2+P4, and the uteri were mechanically stimulated to mimic the presence of an implanting embryo and to induce decidualization [34]. Control mice showed a decidual uterine horn that responded well to this artificial induction. However, *Arid1a* ^*d/d*^ mice exhibited a significant defect of decidual response. The weight ratio of stimulated to control horn was highly decreased in *Arid1a* ^*d/d*^ mice compared to *Arid1a* ^*f/f*^ mice (Fig 3B). Histological analysis confirmed that well-developed decidual cells were detected in the decidual uterine horn of *Arid1a* ^*f/f*^ mice, while differentiation of uterine stromal cells to decidual cells was not observed in the decidual uterine horn of *Arid1a* ^*d/d*^ mice (Fig 3C). In addition, the expression of known markers of decidualization, *Bmp2*, *Fst*, and *Fkbp5*, were significantly decreased in the decidual uterine horn of *Arid1a* ^*d/d*^ mice compared to the decidual uterine horn of *Arid1a* ^*f/f*^ mice (Fig 3D). These data show that *Arid1a* ^*d/d*^ mice have a decidualization defect.

### Aberrant activation of proliferation in the uterine epithelial cells of *Arid1a* ^*d/d*^ mice

In normal pregnant uteri, abundant proliferation was detected in epithelial cells and stromal cells at 2.5 dpc. Proliferation is markedly reduced in epithelial cells at 3.5 dpc for embryo attachment [39]. To determine whether a defect of embryo attachment is caused by an alteration in cell proliferation, we examined the expression of Ki67, a proliferative marker, at 3.5 dpc by immunohistochemistry. Ki67 immunohistochemistry showed that proliferation was highly increased in uterine epithelial cells of *Arid1a* ^*d/d*^ mice compared to *Arid1a* ^*f/f*^ mice (Fig 4). These results suggest that abnormal epithelial proliferation in *Arid1a* ^*d/d*^ mice is one of the causes of the embryo attachment defect.

**Fig 4:**
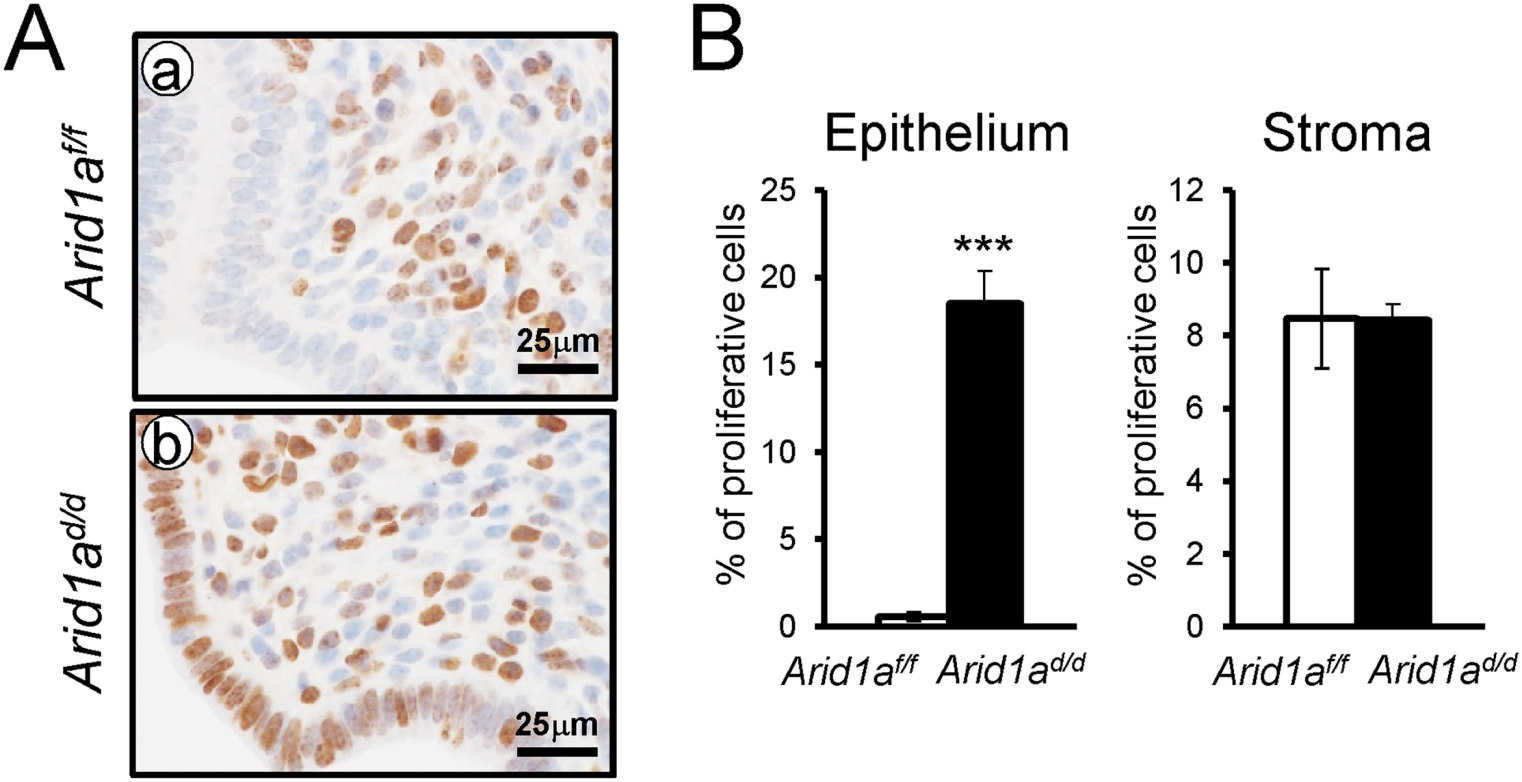
The epithelial proliferation is highly increased in *Arid1a* ^*d/d*^ mice. (A) Immunohistochemical analysis of Ki67 in *Arid1a* ^*f/f*^ (a) and *Arid1a* ^*d/d*^ mice (b). (B) Quantification of Ki67 positive cells in epithelial and stroma cells. The results represent the mean ± SEM. ***, *p* < 0.001.

### Estrogen receptor activity is enhanced in the uterine epithelium of *Arid1a* ^*d/d*^ mice

E2 promotes epithelial cell proliferation in the uterus [6]. Since an increase of epithelial proliferation is observed in *Arid1a* ^*d/d*^ mice, we further investigated whether excess E2 signaling is caused by *Arid1a* ablation. To address excess E2 signaling, the expression of E2 responsive genes, *C3*, *Clca3*, *Muc-1*, and *Ltf*, were examined by real-time RT-PCR analysis. The expression of *C3*, *Clca3*, *Muc-1*, and *Ltf* were highly increased in *Arid1a* ^*d/d*^ mice compared to *Arid1a* ^*f/f*^ mice (Fig 5A). An increase of phospho-ESR1, MUC1 and LTF protein expression was detected in the epithelium of the *Arid1a* ^*d/d*^ mice compared to the *Arid1a* ^*f/f*^ mice, but ESR1 was not changed between the mice (Fig 5B). *Arid1a* ^*f/f*^ mice had an average of 71.39± 2.58%, meanwhile *Arid1a* ^*d/d*^ mice had an average 69.02± 2.90% of positive stromal pESR1 cells. There are no significant differences. These results demonstrate that estrogen receptor activity is enhanced in the uterine epithelial cells of the *Arid1a* ^*d/d*^ mice.

**Fig 5:**
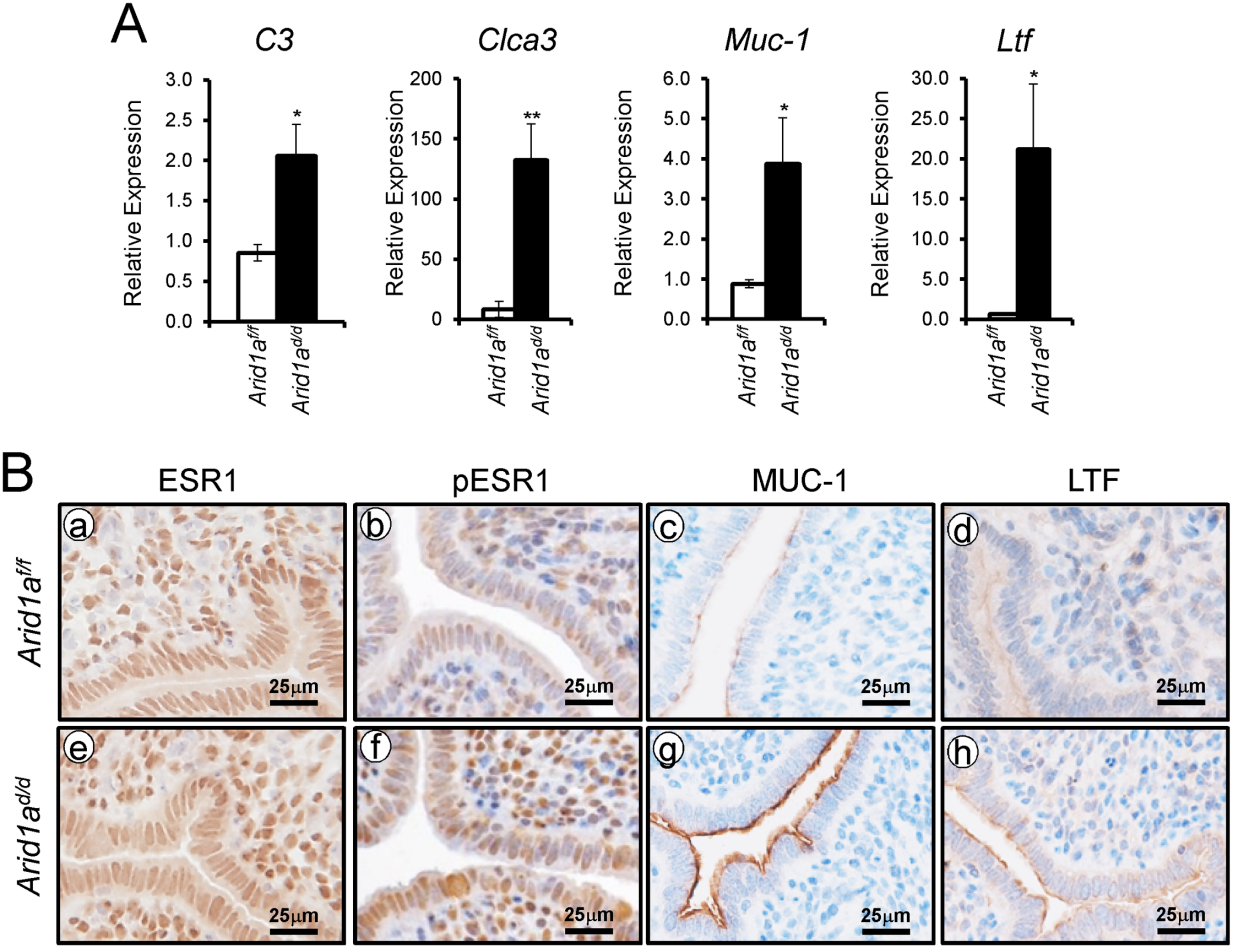
An increase of E2 signaling in *Arid1a* ^*d/d*^ mice. (A) Real-time RT-PCR analysis of *C3*, *Clca3*, *Muc-1*, and *Ltf* were performed on uteri of *Arid1a* ^*f/f*^ and *Arid1a* ^*d/d*^ mice at 3.5 dpc. The results represent the mean ± SEM of six independent mouse sets. *, *p* < 0.05; **, *p* < 0.01. (B) Immunohistochemical analysis of ESR1 (a and e), pESR1 (b and f), MUC-1 (c and g) and LTF (d and h) in uteri of *Arid1a* ^*f/f*^ and *Arid1a* ^*d/d*^ mice at 3.5 dpc.

### Epithelial PGR is reduced in the uteri of *Arid1a* ^*d/d*^ mice

Since excess E2 signaling is detected in the *Arid1a* ^*d/d*^ mice, we next investigated whether *Arid1a* ablation altered the expression of PGR. We performed PGR immunohistochemistry and real-time RT-PCR to assess the expression of PGR and its target genes in *Arid1a* ^*d/d*^ mice. Interestingly, epithelial PGR expression was highly reduced in *Arid1a* ^*d/d*^ mice compared to control mice (Fig 6A and 6B). The mRNA expression level of epithelial P4 target genes, *Fst*, *Gata2*, *Areg*, and *Lrp2* were highly downregulated in *Arid1a* ^*d/d*^ mice. However the expression of *Il13ra2* and *Hand2* which are known as stromal P4-target genes were not changed (Fig 6C). These results suggest that *Arid1a* mediates estrogen activity by regulating epithelial PGR expression.

**Fig 6:**
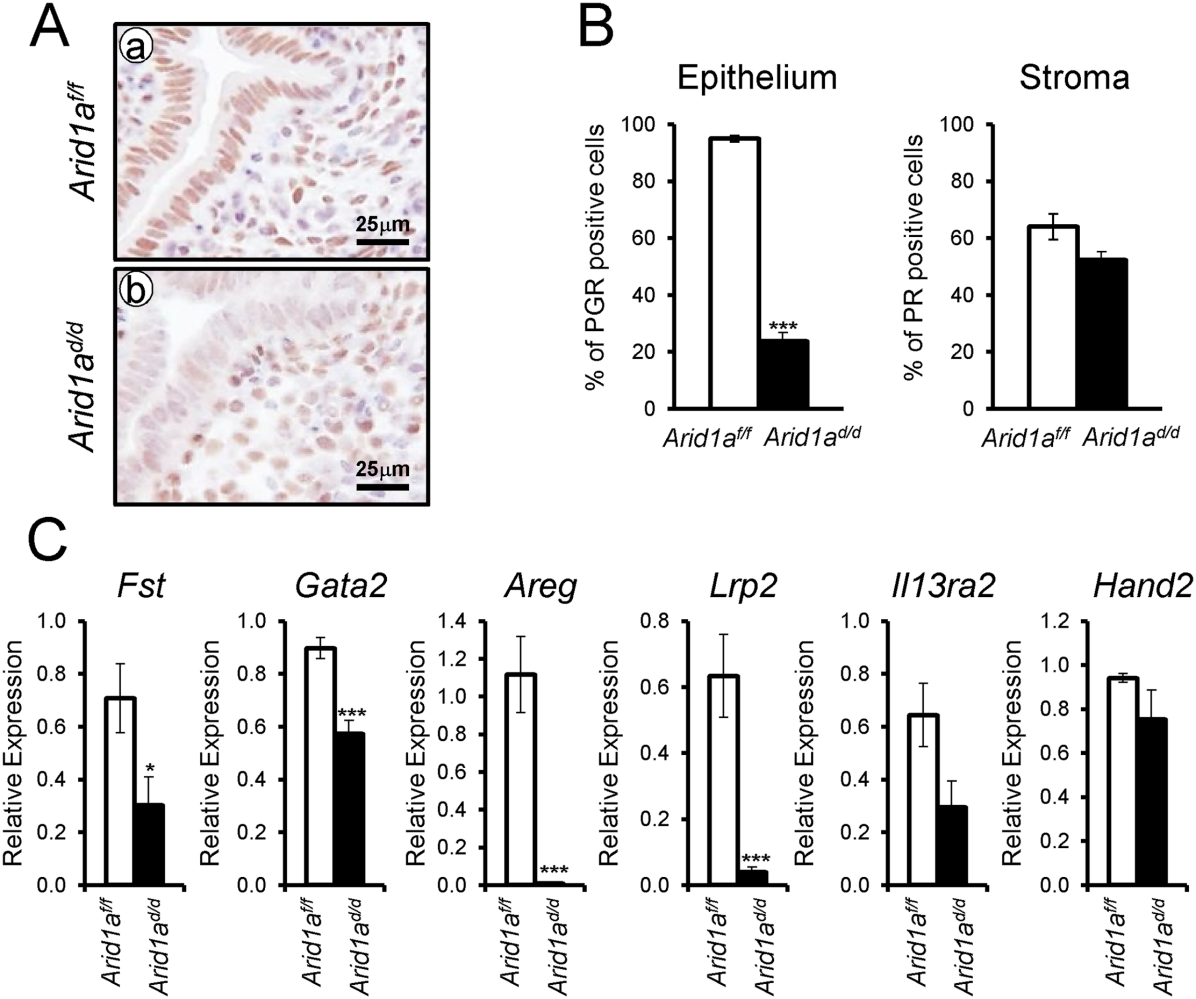
Decreased epithelial PGR expression in *Arid1a* ^*d/d*^ mice. (A) Immunohistochemical analysis of PGR in *Arid1a* ^*f/f*^ (a) and *Arid1a* ^*d/d*^ mice (b). (B) Quantification of PGR positive cells in epithelial and stroma cells. The results represent the mean ± SEM. ***, *p* < 0.001. (C) Real-time RT-PCR analysis of *Fst*, *Gata2*, *Areg*, *Lrp2*, *Il13ra2*, and *Hand2* were performed on uteri of *Arid1a* ^*f/f*^ and *Arid1a* ^*d/d*^ mice at 3.5 dpc.

### ARID1A suppresses E2 induced epithelial cell proliferation through KLF15

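RNA from whole uteri at 3.5 dpc was hybridised to Affymetrix mouse expression arrays, 1 array per sample, with 3 arrays from Arid1a f/f mice and 3 from Arid1a d/d mice. In Arid1a d/d mice, Cre recombinase made from the Pgr locus removes the floxed part of Arid1a in PGR-expressing cells, so that other cells of the uterus keep the gene. By the genotypes that the paper gives, Arid1a f/f mice do not carry Cre, so the groups also differ at the Pgr locus. No arrays came from mice with Cre alone, so an effect of that allele was not separated from loss of Arid1a. The deleted gene was measured first. Arid1a, which encodes a subunit of the SWI/SNF chromatin remodeling complex, had an intensity of 91.4 ± 10.9 (SD, n = 3) in Arid1a f/f mice and 54.0 ± 3.61 (SD, n = 3) in Arid1a d/d mice. It was lower on every Arid1a d/d array than on every Arid1a f/f array, with a log2 fold change of -0.76 (standard error 0.12, adjusted p = 0.0120, limma). A second probe set of Arid1a had a log2 fold change of -0.61 (adjusted p = 0.0132, limma). Its mean in Arid1a d/d mice, 2.68, lay below the median of all intensities, 3.12, so this fold is uncertain in size. Where these probe sets lie relative to the deleted part is not known here, and a probe set outside it would not check the deletion. The authors processed the arrays with RMA and global scaling. Their table gives a normalized intensity on a linear scale for 45037 probe sets on each of the 6 arrays. The median intensity was 3.10 to 3.15 on the Arid1a f/f arrays and 3.05 to 3.17 on the Arid1a d/d arrays. The table holds no detection calls, so a low intensity cannot be told from background, and a fold change against such a value is uncertain. Each intensity was log2-transformed, and the genotypes were compared with limma, with Benjamini-Hochberg adjustment over all probe sets. A gene was represented by the probe set with the highest mean over the 6 arrays among those that name that gene alone, which gave 18196 genes. A fold change above 0 on the log2 scale means a higher value in Arid1a d/d mice. The number of arrays limits the precision of every value, and the labels do not say whether each sample came from a separate mouse, so the p-values measure the spread between these samples.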

In order to identify the pathways that *Arid1a* regulates at implantation, we performed high density DNA microarray analysis on the uteri from *Arid1a* ^*f/f*^ and *Arid1a* ^*d/d*^ mice at 3.5 dpc (GEO accession number: GSE72200). 

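The genes that rose most in the uteri of Arid1a d/d mice at 3.5 dpc included Prap1 (log2 fold change 5.04, standard error 0.32, adjusted p = 0.000658), Clca3 (log2 fold change 4.94, standard error 0.44, adjusted p = 0.00183) and Ltf, which encodes lactoferrin (log2 fold change 3.80, standard error 0.46, adjusted p = 0.00491). Ramp3, a receptor activity-modifying protein gene, had a log2 fold change of 3.25, and the transcription factor gene Mycn one of 2.87. Those that fell most included the serine protease inhibitor gene Spink3 (log2 fold change -6.30, standard error 0.41, adjusted p = 0.000658), the glucose transporter gene Slc2a3 (log2 fold change -3.47, standard error 0.34, adjusted p = 0.00261) and the lipoxygenase gene Alox15 (log2 fold change -2.99, standard error 0.26, adjusted p = 0.00176). On these 8 genes the Arid1a d/d arrays did not overlap the Arid1a f/f arrays, and each kept its call in limma whichever of the 6 arrays was left out. Without probe sets that can detect several transcripts, Slc2a3 had -0.23 and lost its call. As the mean of their probe sets, Clca3 had 2.51, Mycn 0.93 and Slc2a3 -1.84, and these genes kept their calls. The mean of Clca3 in Arid1a f/f mice and that of Spink3 in Arid1a d/d mice lay below the median of all intensities, 3.12, so both folds are uncertain in size. With the fold taken as the difference of mean log2 values, 1327 probe sets were at least 1.5-fold higher in Arid1a d/d mice and 1206 at least 1.5-fold lower. Taken as the ratio of the arithmetic means of the intensities, the counts were 1358 and 1198. In limma, 1090 probe sets were higher and 1057 lower at an adjusted p under 0.05, and 787 and 803 met both criteria. The limma counts were 548 higher and 572 lower without Arid1a f/f replicate 1, 241 higher and 337 lower without Arid1a f/f replicate 2, 303 higher and 377 lower without Arid1a f/f replicate 3, 515 higher and 533 lower without Arid1a d/d replicate 2, and 584 higher and 632 lower without Arid1a d/d replicate 3.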

The microarray analysis showed that 1,358 were more highly expressed in *Arid1a* ^*d/d*^ mice and 1,198 genes were decreased by more than 1.5-fold. From the pathway analysis using Ingenuity Pathway Analysis (QIAGEN, Redwood City, CA), the altered pathways including cell-cycle control, DNA replication, and modification processes were identified (Table 1 and S3 Table). 

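Many genes of the cell cycle rose in the uteri of Arid1a d/d mice. Of 49 measured genes of DNA replication, 29 were higher and 0 lower at an adjusted p under 0.05 (44 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 0.78. Among them were Cdc6, a replication licensing factor (log2 fold change 1.59, standard error 0.23, adjusted p = 0.0102), the DNA polymerase epsilon gene Pole (log2 fold change 1.24, standard error 0.17, adjusted p = 0.00762) and the ribonucleotide reductase gene Rrm2 (log2 fold change 1.23, standard error 0.24, adjusted p = 0.0255). Of 40 measured genes of mitosis, 22 were higher and 0 lower at an adjusted p under 0.05 (34 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 0.78. The spindle checkpoint gene Mad2l1 had a log2 fold change of 1.35, and the mitotic kinesin gene Kif11 one of 1.23. Of 20 measured genes of G1 to S control, 7 were higher and 0 lower at an adjusted p under 0.05 (13 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 0.69. Ccne2, a cyclin gene, had a log2 fold change of 1.64 (adjusted p = 0.00595, limma). Of 16 measured genes of chromatin assembly, 10 were higher and 0 lower at an adjusted p under 0.05 (14 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 0.80. Hells and Uhrf1 had 1.98 and 1.88 on their brightest probe sets, and Hells had 1.02 as the mean of its probe sets. In these 4 lists no gene was lower in limma at an unadjusted p under 0.05 either, or in the methods' t-test. Of 14 epithelial markers measured in the same RNA, 2 were higher and 0 lower at an adjusted p under 0.05 (4 higher and 0 lower when adjusted over the list alone), with a median of 0.67 (camera adjusted p = 0.000447, adjusted p = 0.484 with an estimated correlation). With camera at a preset correlation, the adjusted p was 3.08e-25 for DNA replication, 3.30e-21 for mitosis, 6.59e-10 for G1 to S control and 1.13e-11 for chromatin assembly, but camera also passed the DNA replication list in 6 of the other 9 splits of the arrays into 3 and 3. With an estimated correlation, the adjusted p was 0.211, 0.304, 0.211 and 0.211, and no list passed. For DNA replication, mitosis, G1 to S control and chromatin assembly, the higher genes numbered 4, 3, 3 and 1 without Arid1a f/f replicate 2 and 9, 3, 3 and 3 without Arid1a f/f replicate 3, 14, 6, 6 and 6 without Arid1a d/d replicate 2 and 12, 6, 6 and 7 without Arid1a d/d replicate 3, and those of mitosis 12 without Arid1a d/d replicate 1. The higher epithelial markers numbered 1 without Arid1a f/f replicate 1 or 3 and 0 without Arid1a f/f replicate 2, and the median of the epithelial markers was 0.38 without Arid1a d/d replicate 2. Wnt7a, a higher epithelial marker at 1.07, had 0.27 and lost its call as the mean of its probe sets. Pole, Mad2l1, Ccne2 and Hells kept their calls whichever array was left out, while Cdc6 and Uhrf1 lost theirs without Arid1a f/f replicate 2, Kif11 without Arid1a f/f replicate 3, and Rrm2 without replicate 2 or 3 of either genotype.

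**Figure D1:**
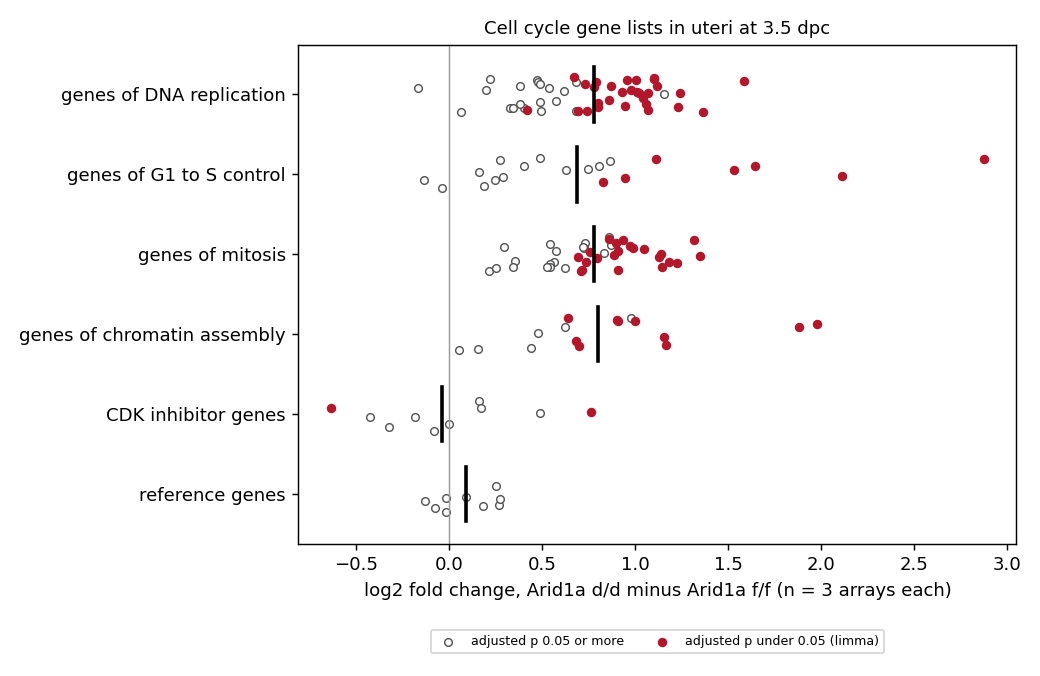
Log2 fold change between Arid1a d/d and Arid1a f/f uteri (horizontal axis) of each measured gene of 6 gene lists, from 3 arrays per genotype. Each point is 1 gene, filled where the adjusted p from limma is under 0.05, and the black bar is the median of the list, 0.78 for DNA replication and 0.093 for reference genes.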

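The 15 genes of Table 1 were chosen by the study on these samples, so they are not independent evidence of their direction. In limma 12 of them were higher and 0 lower at an adjusted p under 0.05 (14 higher and 1 lower when adjusted over the list alone, and 14 and 1 at an unadjusted p). Mcm2 to Mcm6, subunits of the replicative helicase, had log2 fold changes of 1.06, 1.00, 0.93, 1.36 and 0.98 on their brightest probe sets, and on the probe set whose fold Table 1 prints Mcm6 had 1.53. Myb, which encodes a transcription factor, rose from 7.11 ± 0.693 (SD, n = 3) to 35.4 ± 24.4 (SD, n = 3), with 63.5 on Arid1a d/d replicate 2 against 22.2 and 20.4 on the others, and its log2 fold change of 2.11 was 1.59 without that replicate. Fen1, a flap endonuclease gene, had 0.49 (adjusted p = 0.0561, limma) on its brightest probe set and 1.07 (adjusted p = 0.0309, limma) on the other. Klf4 had 0.74 (adjusted p = 0.134, limma), did not pass the test, and had 0.45 without Arid1a d/d replicate 2. The higher genes of Table 1 numbered 4 without Arid1a f/f replicate 3 and 2 without Arid1a f/f replicate 2. Myb lost its call when any 1 Arid1a f/f array was left out, Mcm5 without Arid1a f/f replicate 2, Mcm4 and Mcm6 without Arid1a f/f replicate 2 or 3, and Mcm2 and Mcm3 without replicate 2 or 3 of either genotype. Camera gave an adjusted p of 2.50e-11 for these genes, and the adjusted p was 0.224 with an estimated correlation. Of the 15, 8 are also in the DNA replication list, 2 in that of chromatin assembly, 1 in that of G1 to S control and 1 in that of mitosis. A further list held CDK inhibitor genes together with the retinoblastoma-like gene Rbl1, which is not a CDK inhibitor gene. Of its 10 measured genes, 1 was higher and 1 lower at an adjusted p under 0.05 (1 higher and 2 lower when adjusted over the list alone). Its median log2 fold change was -0.040. That median changed direction without Arid1a f/f replicate 1 or Arid1a d/d replicate 2. Rbl1 rose and Cdkn1c fell, and each lost its call in 5 of the 6 fits that left out 1 array. The paper sets its cell cycle and DNA replication genes beside the block that P4 places on DNA synthesis induced by E2, and raises the possibility that overexpressed MCM2 and MCM6 cause abnormal proliferation of the epithelium.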

The results have been validated by qPCR analysis (Fig 7A). The immunohistochemistry results showed that the levels of MCM2 and MCM6 were increased in *Arid1a* ^*d/d*^ mice at 3.5 dpc (Fig 7B).

**Table 1:** Dysregulation of genes associated with cell cycle and DNA replication whose transcripts are up-regulated by *Arid1a* ablation.

Symbol	Name	Fold Change
**DNA pre-replicative complex licensing genes**		
*Mcm2*	Minichromosome maintenance deficient 2	2.57
*Mcm3*	Minichromosome maintenance deficient 3	1.98
*Mcm4*	Minichromosome maintenance deficient 4	1.90
*Mcm5*	Minichromosome maintenance deficient 5	2.52
*Mcm6*	Minichromosome maintenance deficient 6	2.88
**Chromatin assembly and modification genes**		
*Chaf1b*	Chromatin assembly factor 1, subunit B (p60)	2.17
*Hells*	Helicase, lymphoid specific	3.91
**DNA replication genes**		
*Fen1*	Flap structure specific endonuclease 1	2.12
*Pcna*	Proliferating cell nuclear antigen	1.72
**Other cell-cycle-related genes**		
*Mad2l1*	MAD2 (mitotic arrest deficient, homolog)-like 1	2.54
*Myb*	Myeloblastosis oncogene	4.16
*Tk1*	Thymidine kinase 1	2.04
*Ccnb1*	Cyclin B1	1.67
*Klf4*	Kruppel-like factor 4	1.72
*Klf15*	Kruppel-like factor 15	**-1.61**

**Fig 7:**
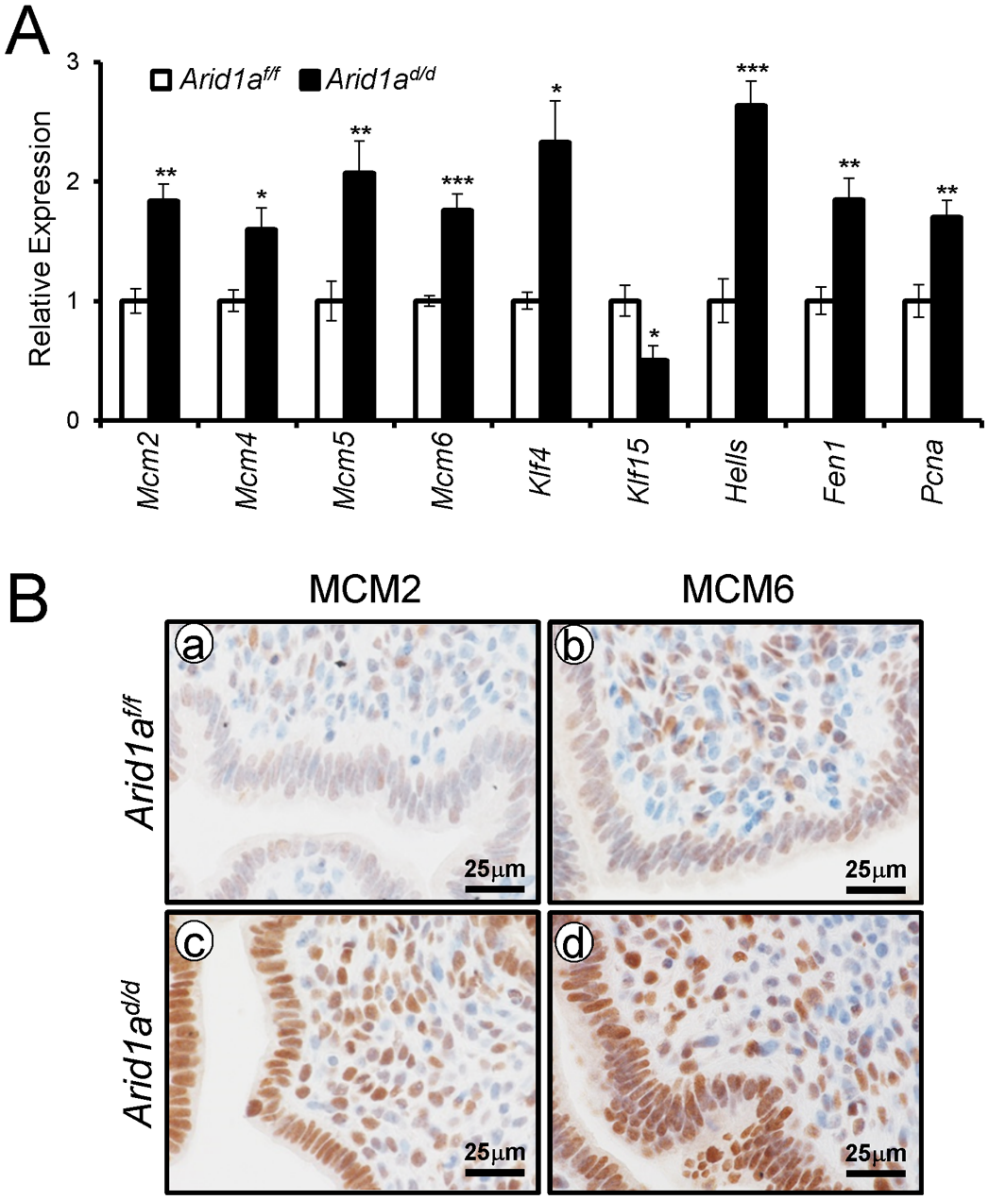
The confirmation of dysregulated genes by *Arid1a* ablation. (A) The validation of microarray analysis by qPCR in *Arid1a* ^*f/f*^ and *Arid1a* ^*d/d*^ mice at 3.5 dpc. The results represent the mean ± SEM. *, *p* < 0.05, **, *p* < 0.01, ***, *p* < 0.001. (B) Immunohistochemical analysis of MCM2 and MCM6 in the uteri of *Arid1a* ^*f/f*^ (a and b) and *Arid1a* ^*d/d*^ (c and d) mice at 3.5 dpc.

Two Kruppel-like factors (KLFs) have been implicated in E2 and P4 modulation of uterine proliferation [40,41]. *Klf4* is increased by E2 and promotes DNA replication, whereas *Klf15* is increased by P4 and inhibits growth via regulation of *Mcm2* [41]. 

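Klf15 transcript had an intensity of 18.1 ± 0.771 (SD, n = 3) in Arid1a f/f uteri and 11.2 ± 3.94 (SD, n = 3) in Arid1a d/d uteri at 3.5 dpc. Each Arid1a d/d array lay below each Arid1a f/f array, with a log2 fold change of -0.74 (standard error 0.21, adjusted p = 0.0863, limma), which did not pass the test over all probe sets. It passed in limma without Arid1a d/d replicate 1, at -1.02. Pgr transcript on the same arrays had a log2 fold change of 0.28 (standard error 0.14, adjusted p = 0.346, limma) on its brightest probe set, and 0.43 without Arid1a f/f replicate 2. Because only Arid1a d/d mice carry Cre at the Pgr locus, this value cannot be assigned to loss of Arid1a alone. The arrays measured transcript in whole uterus, and not protein in any 1 cell type. Of 16 Kruppel-like factor genes measured, 0 were higher and 2 lower at an adjusted p under 0.05 (1 higher and 8 lower when adjusted over the list alone), with a median log2 fold change of -0.30. Those that fell were Klf11 (log2 fold change -0.84, standard error 0.18, adjusted p = 0.0368) and Klf7 (log2 fold change -0.47, standard error 0.11, adjusted p = 0.0411), and both lost the call when any 1 of the 6 arrays was left out. As the mean of its probe sets, Klf7 had -0.22 and lost its call. Camera gave the list an adjusted p of 0.0149 at a preset correlation, and the adjusted p was 0.211 with an estimated correlation.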

The down-regulation of PGR by ARID1A loss coincides with the down-regulation of *Klf15* transcript abundance, which led to the hypothesis that ARID1A positively regulates *Klf15* expression with PGR. To determine whether ARID1A and PGR bind to the putative *Klf15* promoter, ChIP was performed on uterine chromatin from *Arid1a* ^*f/f*^ and *Arid1a* ^*d/d*^ mice at 3.5 dpc. ChIP analysis exhibited that recruitment of PGR on HRE is significantly decreased by the absence of *Arid1a* indicating that *klf15* is directly regulated by ARID1A and PGR (Fig 8A). We examined whether ARID1A physically interacts with PR-A or PR-B protein using immunoprecipitation analysis. We transfected with PGR constructs expressing either human PR-A or PR-B into Ishikawa cells. The lysates were then immunoprecipitated with anti-ARID1A antibodies, and then performed western blot analysis using anti-PGR antibodies. The immunoprecipitation results showed that ARID1A physically interacts with PR-A, not PR-B (Fig 8B). Next, we examined the protein levels of KLF4 and KLF15 to determine whether their dys-regulation might contribute to aberrant epithelial proliferation in *Arid1a* ^*d/d*^ mice. The expression of KLF4 was remarkably increased in *Arid1a* ^*d/d*^ mice compared to *Arid1a* ^*f/f*^ mice while the expression of KLF15 was decreased in *Arid1a* ^*d/d*^ mice (Fig 8C). These results suggest that ARID1A regulates transcriptional activation of *KLF15* through physical interaction with PR-A.

**Fig 8:**
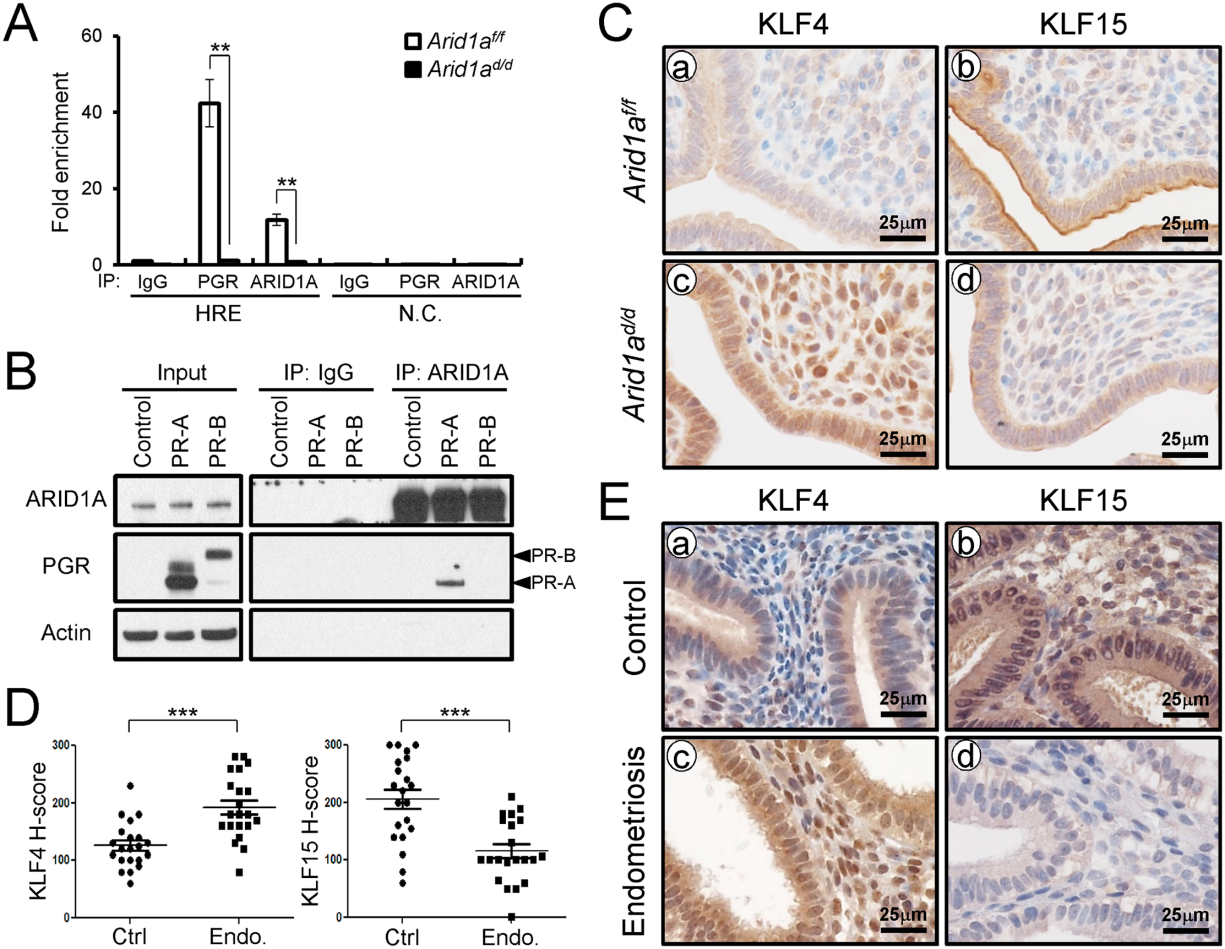
ARID1A regulates epithelial proliferation via modulating KLF15 expression with PGR (A) ChIP assay performed with uterine chromatin isolated *Arid1a* ^*f/f*^ and *Arid1a* ^*d/d*^ mice at 3.5 dpc using IgG, PGR, and ARID1A antibodies followed by qPCR. The results represent the mean ± SEM. **, *p* < 0.01. (B) Protein interaction between ARID1A and PGR was examined by immunoprecipitation and transient transfection in Ishikawa cells. (C) Immunohistochemical analysis of KLF4 and KLF15 were performed on uteri of *Arid1a* ^*f/f*^ (a and b) and *Arid1a* ^*d/d*^ (c and d) mice at 3.5 dpc. (D) The immunohistochemical histological score (H-score) of KLF4 and KLF15 proteins (n = 21 per group at secretory phase). The results represent the mean ± SEM. *** *p*<0.001. (E) The level of KLF4 and KLF15 in human endometrium without (a and b) and with (c and d) endometriosis were performed by immunohistochemical analysis.

To better understand the integration of ARID1A in endometriosis, immunohistochemistry analysis for KLF4 and KLF15 was performed with eutopic endometrium from secretory phase women with and without endometriosis (Fig 8D and 8E). As shown in the *Arid1a* ^*d/d*^ mice, eutopic endometrium from women with endometriosis showed increased KLF4 levels compared to control endometrium. The expression of KLF15 was very weak in eutopic endometrium from women with endometriosis, while its expression was strong in endometrial cells in control endometrium. These data suggest that KLF15 is a downstream mediator of the anti-proliferative action of P4 on E2-induced epithelial cell proliferation and ARID1A regulates KLF15 expression with PGR.

## Discussion

Somatic ARID1A mutations are uniquely associated with endometriosis-related ovarian neoplasms [42–45]. ARID1A is located within chromosomal region 1p36, a region frequently deleted in a variety of human cancers [46,47]. Indeed, many studies have analyzed ARID1A expression in a variety of human cancers and demonstrated loss of ARID1A expression [43,48–50]. *ARID1A* was mutated in 46% of ovarian clear-cell carcinomas and 30% of endometrioid ovarian carcinomas [28,31]. Loss of *ARID1A* is also frequent in endometrial carcinoma [51–53]. Interestingly, *Arid1a* ^*d/d*^ mice showed aberrant active epithelial proliferation, but did not develop endometrial hyperplasia or cancer. Our results suggest that *Arid1a* loss alone is not enough to lead to the development of endometrial cancer.

Endometriosis is a common cause of infertility [54]. However, the roles of ARID1A in infertility and endometrial function have not been studied. In the present study, we report that ARID1A protein levels are significantly lower in the eutopic endometrium of women with endometriosis compared to women without endometriosis, and mice with conditional ablation of *Arid1a* in PGR positive cells (*Arid1a* ^*d/d*^) were sterile. These results suggest a relationship between ARID1A loss and infertility. Since PGR^Cre^ mice show Cre recombinase activity in the pituitary, ovary, uterus and mammary glands, these mice may have infertility due to a defect of *Arid1a* in any of these tissues [55]. *Arid1a* ^*d/d*^ mice had normal ovarian function indicating that the conditional loss of *Arid1a* in the granulosa cells of the ovary did not influence ovarian function. Although our study does not rule out a pituitary defect, a failure of embryo attachment and decidualization in *Arid1a* ^*d/d*^ mice suggest that the fertility defect is primarily due to a uterine defect.

Receptivity in the mouse endometrium is dependent on ovarian steroid hormones. On 0.5 and 1.5 dpc, E2 promotes uterine epithelial cell proliferation and growth. On 2.5 dpc, P4 inhibits this epithelial proliferation, promoting receptivity, and inducing stromal cell proliferation [56]. We observed increased proliferation in the epithelium of *Arid1a* ^*d/d*^ mice at 3.5 dpc indicating enhanced epithelial E2 signaling. It is reported that enhanced epithelial E2 activity leads to implantation failure [57,58]. We also showed that conditional ablation of *Arid1a* results in elevated levels of phospho-ESR1, the active form of ESR1, and ESR1 target genes, *C3*, *Clca3*, *Muc-1*, and *Ltf* which plays an essential role in uterine receptivity and embryo attachment [59–61]. These results indicate that the attachment defect observed in *Arid1a* ^*d/d*^ mice is due to a failure of P4 to squelch E2 signaling in luminal epithelium as indicated by altered expression of MUC-1 and LTF which is tightly regulated at pre-implantation [62,63]. COUP-TF II mediates *Bmp2* expression by controlling ESR1 activity in the murine uterus [58], and its expression is promoted by SWI/SNF in vascular endothelium [64]. Thus, we examined the expression of COUP-TF II in *Arid1a* ^*d/d*^ mice at 3.5 dpc by immunohistochemistry. COUP-TF II immunostaining were not different in uterine stroma cells of *Arid1a* ^*d/d*^ mice compared to *Arid1a* ^*f/f*^ mice.

Previous studies have shown that PGR has an important role in inhibiting E2 induced epithelial proliferation [65,66]. A decrease of epithelial PGR is observed in *Arid1a* ^*d/d*^ mice resulting in down-regulated PGR target genes, *Fst*, *Gata2*, *Areg*, and *Lrp2* [67]. *Gata2*, *Areg*, and *Lrp2* localization is limited to the epithelium [68–70]. We examined the expression of *Il13ra2* and *Hand2* [71] which are known as stromal P4-target genes by RT-qPCR. These mRNA levels were not different between *Arid1a* ^*f/f*^ and *Arid1a* ^*d/d*^ mice. These data suggest that *Arid1a* is mainly functional in the epithelial cells at the peri-implantation stage. However, ARID1A is expressed both in epithelium and stroma. It will be useful to ascertain its cell type specific role using epithelium cell specific knockout mouse models [72–74]. Stromal functions including proliferation and the expression of *Hand2* and *Il13ra2* are not altered at the peri-implantation stage of *Arid1a* ^*d/d*^ mice. However, its function in stroma cells may play an important role because the phenotypes of *COUP-TFII* [58] and *Hand2* [71] knockout mice have a similar phenotype.

SWI/SNF complexes interact with several nuclear receptors, including glucocorticoid receptors, estrogen receptors and vitamin D3 receptors, to activate transcription of specific target genes [47,75]. Several studies have linked SWI/SNF and ARID1A to transcriptional regulation, particularly nuclear hormone-induced transcription and expression of cell-cycle regulators [76–78]. Our results suggest that ARID1A is pivotal to regulating transcription of PGR target genes to prepare receptivity in the uterus. Loss of ARID1A may have many effects on SWI/SNF complexes that lead to transcriptional dysfunction, including disruption of nucleosome sliding activity, assembly of variant SWI/SNF complexes, targeting to specific genomic loci, and/or recruitment of coactivator/corepressor activities. An impaired P4 response is seen in the endometrium of women with infertility and endometriosis [79–81]. However, molecular mechanisms of aberrant PGR function in uterine diseases remain uncertain. Although this study has not clearly addressed why the epithelium PGR was decreased in the *Arid1a* knockout uterus, our results show that ARID1A regulates PGR signaling to prepare receptivity in the uterus. ARID1A may regulate stability of PGR proteins. However, it is also possible that PGR is a target gene of ARID1A. Further investigation is required to elucidate the exact mechanism underlying a possible regulatory role of ARID1A in the regulation of steroid hormone signaling.

Interestingly, this *Arid1a* ^*d/d*^ phenotype is similar to *Wnt7a-Cre PGR* ^*f/-*^ mice, with epithelial-specific ablation of PGR. *Wnt7a-Cre PGR* ^*f/-*^ mice were infertile due to defects in embryo attachment, stromal cell decidualization, the inability to cease estrogen-induced epithelial cell proliferation, and the lack of P4 regulated expression of its epithelial target genes [11]. Stromal-epithelial cross talk is critical in pregnancy [11,82] and P4 achieves inhibition of E2-induced epithelial cell proliferation by coordinating stromal-epithelial cross-talk [7,9,10]. The Stromal functions including proliferation and the expression of *Hand2* and *Il13ra2* in *Arid1a* ^*d/d*^ mice are not altered at 3.5 dpc. These results suggest that *Arid1a* is mainly functional in the epithelial cells of the peri-implantation stage. An epithelium cell specific *Arid1a* knockout mouse model using Wnt7a-cre or Lactoferrin-iCre mouse [72–74] will be an invaluable approach to ascertain its cell type specific role. However, ARID1A is expressed both in epithelium and stroma. Its function in stroma cells may play an important role because the phenotypes of *Hand2 [71]* and *COUP-TFII [58]* knockout mice have similar phenotypes. Determining the role of *Arid1a* in stromal-epithelial cross talk will be critical in understanding the role of steroid hormone signaling and dysfunction associated with infertility and endometriosis.

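Of 16 estrogen-responsive genes of the uterus measured at 3.5 dpc, 7 were higher and 1 lower at an adjusted p under 0.05 (13 higher and 1 lower when adjusted over the list alone) and 8 did not pass, with a median log2 fold change of 1.51. Epithelial markers in the same RNA had a median of 0.67 (95% bootstrap interval 0.14 to 0.92), and 0.38 without Arid1a d/d replicate 2. Padi1, a peptidylarginine deiminase gene, had a log2 fold change of 2.83 (adjusted p = 0.00972, limma), and Igf1, the lower member, one of -0.65. Muc1, which encodes a mucin of the epithelial surface, had 1.42 (adjusted p = 0.152, limma) and did not pass the test. Its intensity was 85.3 on Arid1a d/d replicate 2, against 19.0 and 21.1 on the other Arid1a d/d arrays, and without that replicate it passed at 0.73. Of 13 measured progesterone-responsive epithelial genes, 2 were higher and 2 lower at an adjusted p under 0.05 (2 higher and 6 lower when adjusted over the list alone), with a median log2 fold change of -0.33. Lrp2, which encodes the endocytic receptor megalin, had -3.22 (adjusted p = 0.0129, limma), while Cdh16 and Sgk1 were higher at 1.22 and 0.89. Lrp2 lost its call when any 1 Arid1a f/f array was left out, Sgk1 without Arid1a f/f replicate 2 or 3, and Cdh16 in 4 of the 6 fits that left out 1 array. The lower genes of this list numbered 1 without Arid1a f/f replicate 1, 2 or 3, and the higher ones 1 without Arid1a f/f replicate 1 or Arid1a d/d replicate 3 and 0 without Arid1a f/f replicate 2 or 3, while its median was -0.099 without Arid1a d/d replicate 2 and -0.53 without Arid1a d/d replicate 3. Of 10 measured uterine gland genes, 0 were higher and 4 lower at an adjusted p under 0.05 (1 higher and 8 lower when adjusted over the list alone), with a median log2 fold change of -2.13. Without Arid1a f/f replicate 2 this median was -1.39. Cxcl15, a chemokine gene of uterine glands, had -2.55 and Ttr -2.87, but Ttr had -0.53 and lost its call without probe sets that can detect several transcripts. The mean of Ttr in Arid1a d/d mice and that of Cdh16 in Arid1a f/f mice lay below the median of all intensities. When these lists were drawn up, the highest and lowest entries of S3 Table had been seen. They include Clca3, Lcn2, Ltf, Ramp3 and Padi1 of the estrogen-responsive list, and Lrp2 and Alox15 of the progesterone-responsive list. Spink3, Cxcl15, Prss28 and Prss29 of the gland list are among them too. These lists are therefore not fully independent of the study. Mycn of the G1 to S control list was also among the highest entries. With camera at a preset correlation, the adjusted p was 1.21e-08 for the estrogen-responsive, 1.01e-05 for the gland and 0.127 for the progesterone-responsive epithelial genes. With an estimated correlation, the adjusted p was 0.211, 0.211 and 0.707.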

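Most of the endothelial markers measured fell in the same RNA. Of 12 measured endothelial markers, 0 were higher and 10 lower at an adjusted p under 0.05 (0 higher and 11 lower when adjusted over the list alone), with a median log2 fold change of -0.95. Vwf, which encodes von Willebrand factor, had -1.46 (adjusted p = 0.00227, limma), and Cdh5, the cadherin of endothelial junctions, -1.45 (adjusted p = 0.00321, limma). As the mean of its probe sets, Cdh5 had -0.83 and kept its call. Of 12 measured stromal fibroblast markers, 0 were higher and 1 lower at an adjusted p under 0.05 (0 higher and 4 lower when adjusted over the list alone), with a median log2 fold change of -0.30. Dcn, which encodes the proteoglycan decorin, was the one that fell, at -1.06. Of 12 measured smooth muscle markers, 0 were higher and 1 lower at an adjusted p under 0.05 (0 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of -0.15. Des, the desmin gene, was the lower one at -0.64, but had -0.15 and lost its call as the mean of its probe sets. Of 14 measured progesterone and hedgehog response genes of stroma, 1 was higher and 0 lower at an adjusted p under 0.05 (2 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of -0.086. The member that rose was Bmp2, at 0.98 (adjusted p = 0.0241, limma), which lost its call without Arid1a f/f replicate 1 or 3. Of the stromal fibroblast markers, 4 are also in this list and 3 in that of extracellular matrix genes. With camera at a preset correlation, the adjusted p was 6.72e-11 for the endothelial, 0.00129 for the stromal fibroblast and 0.147 for the smooth muscle markers. It was 0.826 for the stromal response genes, upward although their median lies below 0. With an estimated correlation, the adjusted p was 0.211, 0.304, 0.765 and 0.946. The number of lower endothelial markers was 6 without Arid1a f/f replicate 2 or Arid1a d/d replicate 1 or 3 and 5 without Arid1a f/f replicate 3. Dcn lost its call without replicate 2 of either genotype, and Des kept its call in 1 of the 6 fits that left out 1 array. The median of the smooth muscle markers was -0.035 without Arid1a d/d replicate 2, -0.25 without Arid1a d/d replicate 1 and -0.095 without Arid1a f/f replicate 1. That of the stromal response genes was 0.19, above 0, without Arid1a d/d replicate 2, -0.19 without Arid1a d/d replicate 3, and -0.038 and -0.011 without Arid1a f/f replicate 1 or 2.

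**Figure D2:**
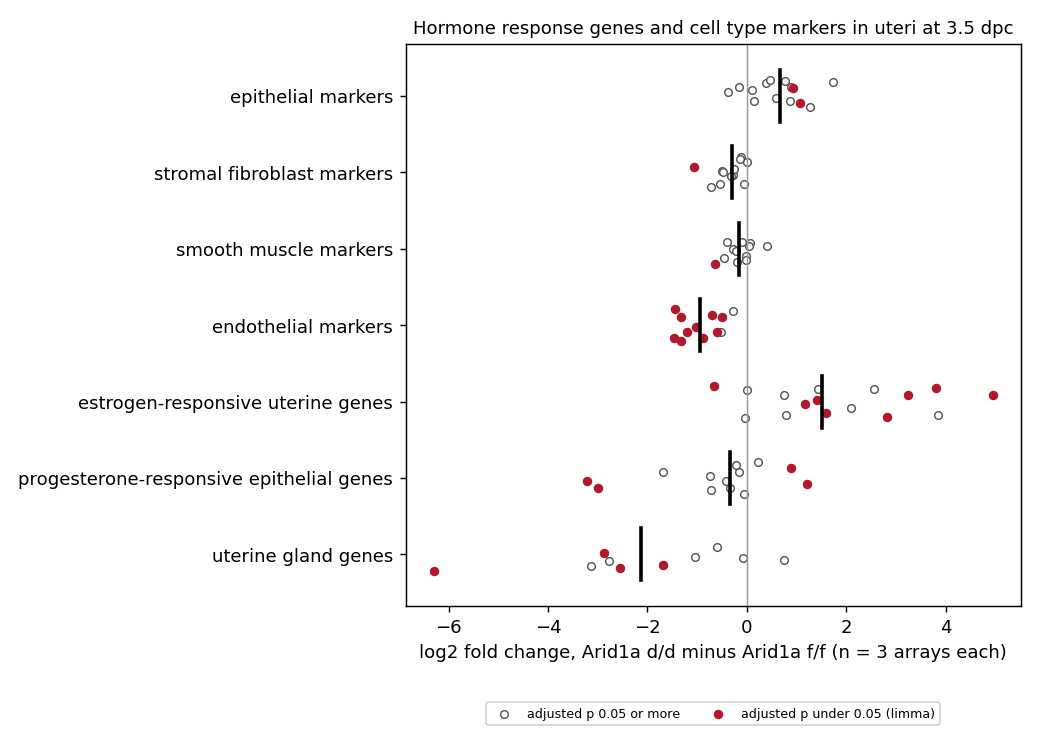
Log2 fold change between Arid1a d/d and Arid1a f/f uteri (horizontal axis) of each measured gene of 7 lists of hormone response genes and cell type markers, from 3 arrays per genotype. Each point is 1 gene, filled where the adjusted p from limma is under 0.05, and the black bar is the median of the list, -2.13 for uterine gland genes and -0.95 for endothelial markers.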

To investigate the global impact on gene expression caused by the loss of *Arid1a*, we conducted microarrays at the peri-implantation stage and identified over 2,500 misregulated genes in the absence of *Arid1a*. Dr. Pollard’s group demonstrated that P4 blocks E2-induced DNA synthesis through the inhibition of replication licensing including MCM proteins [83,84]. There is a significant overlap in the list of genes associated with cell cycle and DNA replication between Dr. Pollard’s and our microarray results. In the uterine epithelium, E2 stimulates the expression of the MCMs while P4 inhibits the transcript abundance of MCM 2 to 6 [83,85]. The immunohistochemistry results showed aberrant overexpression of MCM2 and MCM6 in the epithelial cells of *Arid1a* ^*d/d*^ mice at the peri-implantation stage. A similar action can be ascribed to P4 and E2 in human endometrial epithelium as a loss of MCM proteins occurs in the secretory phase, and therefore P4 dominated this phase of the menstrual cycle [81,86]. However, aberrant overexpression of MCM2 and MCM6 may cause abnormal epithelial proliferation and early pregnancy loss. Despite the importance of this regulation in mice and humans, the molecular basis for the P4 and E2 regulation of DNA replication licensing is not understood. Our results demonstrate that ARID1A loss results in increased E2 sensitivity of the uterus in the presence of P4.

Kruppel-like factors (KLF) family play important roles in cellular proliferation, survival, differentiation, pluripotency, and epithelial-to-mesenchymal interactions [87]. The members of the KLF family are ubiquitously expressed in the uterus and have been increasingly implicated as critical co-regulators and integrators of steroid hormone actions [88]. The expression of KLF9 is lower in eutopic endometrium of women with endometriosis and endometrial KLF9 deficiency promotes endometriotic lesion establishment by the coincident deregulation of Notch-, Hedgehog-, and steroid receptor-regulated pathways [89–91]. However, the expression of *Klf9* is not altered in *Arid1a* ^*d/d*^ mice.

*Klf4* and *Klf15* play a critical role in uterine proliferation by modulating E2 and P4 [40,41]. E2 induces *Klf4* expression and promotes DNA replication, whereas *Klf15* is induced by P4 and inhibits growth via regulation of *Mcm2* [41]. Therefore, we focused on transcriptional regulation of *Klf15* as an E2 regulated transcription factor. KLF15 binds to the *MCM2* promoter in a P4 and E2 dependent fashion, which negatively regulates RNA Pol II association [41]. *Klf15* expression suppresses E2 mediated *MCM2* transcription. In vivo, *Klf15* expression in the E2 exposed uterus mimics P4 action by inhibiting *Mcm2* expression and epithelial cell DNA synthesis. ChIP analysis demonstrated that ARID1A and PGR directly bind to the PRE region of *Klf15* promoter. Immunohistochemistry analysis showed an increase of KLF4 and a decrease of KLF15 expression in *Arid1a* ^*d/d*^ mice at the peri-implantation stage. These data establish *Klf15* as a downstream mediator of the anti-proliferative action of P4 on E2-induced epithelial cell proliferation and ARID1A regulates E2-induced epithelial proliferation by modulating *klf15* expression with PGR.

Following embryo attachment, the uterus again changes during a process known as decidualization whereby the epithelium undergoes apoptosis and the stroma proliferates and differentiates into a more epitheliod cell type [66]. We demonstrated that *Arid1a* ^*d/d*^ mice exhibited a defect of the decidual response. *Bmp2* and *Fkbp4* null females exhibited a defect of implantation and decidualization suggesting a critical role in decidualization [92–94]. *Fst* is a known *Bmp2* target [95]. The decidualization markers, *Bmp2*, *Fst*, and *Fkbp5*, were significantly decreased in *Arid1a* ^*d/d*^ mice indicating that uterine specific ablation of *Arid1a* caused a significant decidualization defect.

In conclusion, ARID1A has a key role in implantation and decidualization, and that ARID1A expression is lost in endometriosis. Ablation of *Arid1a* affects epithelial proliferation in part via dysregulating KLF15 expression with PGR. Aberrant proliferative conditions of the human endometrium are common. Inappropriate proliferation of the uterus is one cause leading to endometriosis [96]. Determining the mechanism of *Arid1a* in uterine dysfunction associated with infertility and endometriosis will be critical to understanding both of these common uterine diseases for future therapy.

## Materials and Methods

### Ethics statement

The study has been approved by Institutional Review Committee of Michigan State University (IRB number: 07–712; r047700), Greenville Health System (IRB number: Pro00013885 and Pro00000993) and University of North Carolina (IRB number: 05–1757), and written informed consent was obtained from all participants. All protocols related to animals were overseen and approved by the Institutional Animal Care and Use Committee at Michigan State University (AUF number: 11/13-248-00). Animals were maintained in a designated animal care facility in accordance with Michigan State University’s institutional guidelines.

### Human endometrium samples

The human endometrial samples were collected from Michigan State University’s Center for Women’s Health Research Female Reproductive Tract Biorepository, the Greenville Hospital System, and the University of North Carolina. Samples were collected as previously reported [97,98]. Briefly, to compare gene expression patterns of eutopic endometrium between those with and without endometriosis, 28 samples were collected from proliferative, early, mid, and late secretory phases (n = 7 per phase). For endometriosis eutopic endometrium, 28 samples were collected from proliferative, early, mid, and late secretory phases (n = 7 per phase). Endometrial biopsies were obtained at the time of surgery from regularly cycling women between the age of 18 and 45. The presence or absence of disease was confirmed during surgery. Women laparoscopically negative for this disease were placed into the control group, whereas women laparoscopically positive for this disease were placed in the endometriosis group. Use of an intrauterine device (IUD) or hormonal therapies in the 3 months preceding surgery was exclusionary for this study. Histologic dating of endometrial samples was done based on the criteria of Noyes [99] and confirmed by subsequent histo-pathological examination by an experienced Fertility specialist (B.A.L.).

Isolation of human primary endometrial stromal cells (hESCs) has been previously described [39]. hESCs were isolated from proliferative phase patients with or without endometriosis. Proteins were extracted using lysis buffer (150 mM NaCl, 0.125% Nonidet P-40 (vol/vol), 2.5 mM EDTA, and 10 mM Tris-HCl (pH 7.4) included with both a phosphatase inhibitor cocktail (Sigma Aldrich, St. Louis, MO) and a protease inhibitor cocktail (Roche, Indianapolis, IN). Twenty μg of protein lysates were electrophoresed via SDS-PAGE and were then transferred onto polyvinylidene difluoride membrane (Millipore Corp., Bedford, MA). Western blot analysis was performed using anti-ARID1A (Abnova, Neihu District, Taipei City, Taiwan) and anti-Actin (Santa Cruz) antibodies.

### Animals and tissue collection

*Arid1a* conditional knockout mice were generated by crossing *Pgr* ^*cre/+*^ [55] with *Arid1a* ^*f/f*^ [8] mice (*Pgr* ^*cre/+*^ *Arid1a* ^*f/f*^; *Arid1a* ^*d/d*^). Pregnant uterine samples were obtained by mating *Arid1a* ^*f/f*^ and *Arid1a* ^*d/d*^ female mice with C57BL/6 male mice with the morning of a vaginal plug being designated as 0.5 dpc. Mice were sacrificed at 3.5, 4.5 and 5.5 dpc and the number of implantation sites identified on 5.5 dpc. The level of progesterone and estrogen in serum were analyzed by the University of Virginia Center for Research in Reproduction Ligand Core. Uterine tissues were snap-frozen at the time of dissection and either stored at -80°C for RNA/protein extraction or fixed with 4% (vol/vol) paraformaldehyde for histology. For the fertility studies, adult female *Arid1a* ^*f/f*^ and *Arid1a* ^*d/d*^ female mice were placed with wild-type male mice (n = 9). The mating cages were maintained for 6 months and the number of litters and pups born during that period was recorded. For ovulation and fertilization test, female mice (n = 3 per genotype) were superovulated by i.p. injection of 5 IU of PMSG (Fisher Sci.) followed 48 h later by 5 IU of hCG (Sigma-Aldrich) and mated with wild-type male mice. The following morning (0.5dpc), ovulated eggs were flushed from the oviducts on 1.5 dpc.

### Induction of decidualization

The hormonally induced decidual response has been previously described [100]. Briefly, *Arid1a* ^*f/f*^ and *Arid1a* ^*d/d*^ female mice at 6-weeks of age were ovariectomized (n = 3 per genotype). Two weeks post ovariectomy, *Arid1a* ^*f/f*^ and *Arid1a* ^*d/d*^ were subjected to the following hormonal regimen: 100 ng of E2 per day for three days; two days rest; then, three daily injections of 1 mg of P4 + 6.7 ng of E2. Six hours following the third P4 and E2 injection, the left uterine horn was mechanically stimulated by scratching the full length of the anti-mesometrial side with a burred needle. The other horn was left unstimulated as a control. Daily injections of P4 (1 mg/mouse) + E2 (6.7 ng/mouse) were continued for five days to maximize the decidual response. Then, mice were sacrificed on day 5. The uteri were then excised, weighed and fixed in 4% paraformaldehyde for histological analysis.

### Quantitative real-time PCR

RNA was extracted from the uterine tissues using the RNeasy total RNA isolation kit (Qiagen, Valencia, CA, USA). mRNA expression levels of decidual marker genes (*Bmp2*, *Fst*, and *Fkbp5*), *Esr1* target genes (*C3*, *Clca3*, *Muc-1*, and *Ltf*) and *Pgr* target genes (*Fst*, *Gata2*, *Areg*, *Lrp2*, *Il13ra2*, and *Hand2*) were measured by real-time PCR TaqMan analysis using an Applied Biosystems StepOnePlus system according to the manufacturer's instructions (Applied Biosystems, Foster City, CA, USA) and using pre-validated probes, primers, 18S RNA and Universal Master mix reagent purchased from Applied Biosystems (Applied Biosystems). Template cDNA was produced from 1 μg of total RNA using random hexamers and MMLV Reverse Transcriptase (Invitrogen Corp.). All real-time PCR was done by using three independent RNA sets. The mRNA quantities were normalized against 18S RNA using ABI rRNA control reagents.

### Immunohistochemistry

Uterine sections from paraffin-embedded tissues were cut at 5 μm and mounted on silane-coated slides, deparaffinized, and rehydrated in a graded alcohol series before blocking with 10% normal goat serum in PBS (pH 7.5) and incubating with primary antibody diluted in 10% normal goat serum in PBS (pH 7.5) overnight at 4°C at the following dilutions: 1:500 for anti-ARID1A (Sc-98441, SantaCruz), 1:100 for anti-Ki67 (ab15580, Abcam), anti-ESR1 (DAKO Corp.), 1:100 for anti-phospho-ESR1 (Ab31477, Abcam), 1:1000 for MUC-1 (ab15481, Abcam), 1:2000 for LTF (07–682, Millipore), MA), 1:20000 for MCM2 (Sc-9839, SantaCruz), 1:20000 for MCM6 (Sc-9843, SantaCruz), 1:5000 for KLF4 (Sc-20691, SantaCruz), 1:5000 for FLK15 (ab2647, Abcam), and 1:1000 for anti-total PGR antibody (A0098, DAKO Corp.). On the following day, sections were washed in PBS and incubated with the appropriate species-specific HRP-conjugated secondary antibody (2 μg/ml; Vector Laboratories) for 1 hr at room temperature. Immunoreactivity was detected using the Vectastain Elite DAB kit (Vector Laboratories). A semiquantitative grading system (H-score) was used to compare the immunohistochemical staining intensities as previously described [101]. The number of PGR and Ki67-positive cells was counted in 200 epithelial cells and eight random fields of stromal cells.

### Microarray analysis

Biotinylated cRNA were prepared according to the standard Affymetrix protocol from 500ng total RNA (Expression Analysis Technical Manual, 2001, Affymetrix). Following fragmentation, 15 ug of aRNA were hybridized for 16 hr at 45C on GeneChip Mouse Genome Array. GeneChips were washed and stained in the Affymetrix Fluidics Station 450. GeneChips were scanned using the Affymetrix GeneChip Scanner 3000 7G. The data were analyzed with RMA using Affymetrix default analysis settings and global scaling as the normalization method. The trimmed mean target intensity of each array was arbitrarily set to 100. The normalized, and log transformed intensity values were then analyzed using GeneSpring GX 12.6 (Agilent technologies, CA). Fold change filters included the requirement that the genes be present in at least 150% of controls for up-regulated genes and lower than 66% of controls for down-regulated genes. Hierarchical clustering data were clustered groups that behave similarly across experiments using GeneSpring GX 12.6 (Agilent technologies, CA). Clustering algorithm was Euclidean distance, average linkage.

### Chromatinimmunoprecipitation (ChIP)

ChIP analysis was conducted by Active Motif (Carlsbad, CA, USA) using frozen mouse uteri of *Arid1a* ^*f/f*^ and *Arid1a* ^*d/d*^ at 3.5 dpc. Uterine tissue samples (approximately 180 mg) were submersed in PBS containing protease inhibitors, cut into small pieces, and treated with fixation solution for 15 min at room temperature. Fixation was stopped by the addition of stop solution for 5 min. The tissue pieces were washed twice with PBS washing buffer, incubated with Chromatin Prep Buffer containing protease inhibitors and PMSF for 10 min on ice, homogenized by glass homogenizer for 30 strock, and finally spun down. Chromatin was isolated from disrupting the cells with a ChIP buffer containing protease inhibitors and PMSF. Lysates were sonicated using a Sonic Dismembrator FB120 (Fisher Scientific, Pittsburgh, PA, USA) to break chromatin into fragments with an average length of 0.5–1 kb. For each ChIP reaction, 100 μg of chromatin was immunoprecipitated by 4 μg of antibodies against PGR (sc7208; Santa Cruz Biotechnology, Santa Cruz, CA, USA) and ARID1A (H00008289-M02; Abnova, Zhongli District, Taoyuan City 320, Taiwan). Following overnight incubation at 4°C, protein G agarose beads were added, and incubation at 4°C continued for another 3 hours. Immune complexes were washed five times with Wash Buffer AM1, eluted from the beads with Elution Buffer AM4 and subjected to RNase treatment and proteinase K treatment. Crosslinks were reversed by incubation for 30 min at 55°C and for 2 hours at 80°C. ChIP DNA was purified by DNA purification column. Purified DNA was used for real-time qPCR. Real-time qPCR was carried out in triplicate using SYBR Green Supermix (Bio-Rad Laboratories, Inc., Hercules, CA). The sequences of the primers used for HRE binding region [40,102] in *Klf15* gene were 5’- TAACCATCTGGGAAGTGGCT-3’ and 5’-GCCACTCTGGAACAGGATG-3’, and for negative control region in *Klf15* gene were 5’-TCTCACTCGGGTGTGAAGCC-3’ and 5’-GTGGGAAGCGATGCACTTTG-3’ (S5 Fig). Immunoprecipitation with normal rabbit IgG was performed as a negative control. The resulting signals were normalized to input DNA.

### Immunoprecipitation analysis

Ishikawa cells were cultured in DMEM/F12 medium (Gibco, Grand Island, NY) containing 10% fetal bovine serum (FBS; Gibco), and 1% penicillin streptomycin (Gibco) at 37°C under 5% CO_2_. The cells were transfected with the human PR-A and PR-B expression vectors using Lipofectamine 2000 (Invitrogen Corp.). The transfected cells were lysed by lysis buffer (150 mM NaCl, 0.125% Nonidet P-40 (vol/vol), 2.5 mM EDTA, and 10 mM Tris-HCl (pH 7.4)) included with both a phosphatase inhibitor cocktail (Sigma Aldrich, St. Louis, MO) and a protease inhibitor cocktail (Roche, Indianapolis, IN). Protein lysates were then immunoprecipitated with ARID1A antibodies (Abnova) with protein A-agarose (Pierce Biotechnology, Rockford, IL) and incubated overnight at 4°C. Immunocomplexes were washed 5 times with 1 ml of lysis buffer and were then subjected to western blot analysis using anti-PGR antibody (SantaCruz). The western blot analysis was performed as described previously [103].

### Statistical analysis

For data with only two groups, the Student’s t test was used. For data containing more than two groups, one way ANOVA was used, followed by Tukey’s post hoc multiple range. All data are presented as means ± SEM. *p* < 0.05 was considered statistically significant. All statistical analyses were performed using the Instat package from GraphPad (San Diego, CA, USA).

## Supporting Information

S1 Table *Arid1a* ^*d/d*^ mice were sterile. (PDF) Click here for additional data file.

S2 Table *Arid1a* ^*d/d*^ has normal ovulation and fertilization. (PDF) Click here for additional data file.

S3 Table List of regulated genes by *Arid1a* ablation. (PDF) Click here for additional data file.

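The table gives 1358 probe sets with a positive fold and 1198 with a negative one. For every probe set of the table, the ratio of the arithmetic mean intensities of 3 Arid1a d/d and 3 Arid1a f/f arrays came within 0.01 of the paper's fold on the log2 scale. The IDs of 4 probe sets were matched after adding the letter a before the final at. Several probe sets can name 1 gene. There are 998 different gene symbols with a positive fold and 890 with a negative one, 3 of them in both, and 227 probe sets without a symbol. In limma, 784 of the listed probe sets were higher and 798 lower at an adjusted p under 0.05, and 974 did not pass the test. A further 306 probe sets were higher and 259 lower in limma without being in the table.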

S1 Fig The expression of ARID1A during human menstrual cycle. (TIF) Click here for additional data file.

S2 Fig The expression of ARID1A by real-time RT-PCR and immunohistochemistry in early pregnancy. (A) The expression level of *Arid1a* was measured in uteri of pseudopregnancy. Total RNA used for the RT-PCR assays was prepared from pseudopregnant uteri. (B) The localization pattern of ARID1A by immunohistochemical analysis during early pregnancy.
(TIF) Click here for additional data file.

S3 Fig Generation of uterine specific *Arid1a* ablation in the murine uterus. (A) Western blot analysis of ARID1A and Actin in whole uterine of control (*Arid1a* ^*f/f*^) and *Arid1a* ^*d/d*^ mice at 6 weeks of age. Equal amounts of protein were subjected to SDS-PAGE and Western blot analysis. (B) Immunohistochemical analysis of ARID1A in control and *Arid1a* ^*d/d*^ mice (a and b).
(TIF) Click here for additional data file.

S4 Fig *Arid1a* ^*d/d*^ mice has normal ovary function. (A) Ovarian histology by H&E staining exhibited no difference between control (*Arid1a* ^*f/f*^) (a) and *Arid1a* ^*d/d*^ mice (b). (B) The serum level of E2 and P4 were not different between control (*Arid1a* ^*f/f*^) and *Arid1a* ^*d/d*^ mice at 3.5 dpc. The results represent the mean ± SEM.
(TIF) Click here for additional data file.

S5 Fig Map of PGR (HRE) binding site on the *Klf15*(A) and the conservation of human and mouse (B). (TIF) Click here for additional data file.

# Supplementary material for: ARID1A Is Essential for Endometrial Function during Early Pregnancy
**Source:** PLoS Genet. 2015 Sep 17;11(9):e1005537. doi: 10.1371/journal.pgen.1005537
**Supplement:** S1 Table

**Supplemental Table 1.** *Arid1a*<sup>d/d</sup> mice were sterile.

| <b>Genotype</b>              | <b>Number of Mice Tested</b> | <b>Number of Litters</b> | <b>Number of Pups</b> | <b>Average Pups / Litter</b> | <b>Average Number of Litters /Mouse</b> |
|------------------------------|------------------------------|--------------------------|-----------------------|------------------------------|-----------------------------------------|
| <i>Arid1a</i> <sup>f/f</sup> | 9                            | 52                       | 375                   | 7.21 ± 0.29                  | 5.78 ± 0.15                             |
| <i>Arid1a</i> <sup>d/d</sup> | 9                            | 0                        | 0                     | 0                            | 0                                       |

# Supplementary material for: ARID1A Is Essential for Endometrial Function during Early Pregnancy
**Source:** PLoS Genet. 2015 Sep 17;11(9):e1005537. doi: 10.1371/journal.pgen.1005537
**Supplement:** S2 Table

**Supplemental Table 2.** *Arid1a*<sup>d/d</sup> has normal ovulation and fertilization.

| Genotype                           | Total Eggs | Average Eggs/ Female |
|------------------------------------|------------|----------------------|
| <i>Arid1a</i> <sup>ff</sup> (n=4)  | 78         | 19.50 ± 1.85         |
| <i>Arid1a</i> <sup>d/d</sup> (n=7) | 139        | 19.86 ± 0.99         |

| Genotype                           | Fertilized Eggs/ Total Eggs | Fertilization Rate |
|------------------------------------|-----------------------------|--------------------|
| <i>Arid1a</i> <sup>ff</sup> (n=3)  | 33 / 62                     | 53.16 %            |
| <i>Arid1a</i> <sup>d/d</sup> (n=3) | 24 / 59                     | 40.92 %            |

# Supplementary material for: ARID1A Is Essential for Endometrial Function during Early Pregnancy
**Source:** PLoS Genet. 2015 Sep 17;11(9):e1005537. doi: 10.1371/journal.pgen.1005537
**Supplement:** S3 Table

**Supplemental Table 3.** List of regulated genes by *Arid1a* ablation

| Probe Set ID | Accession_ID | Gene          | Description                                                                                 | Fold |
|--------------|--------------|---------------|---------------------------------------------------------------------------------------------|------|
| 1437992_x_at | NM_010288    | Gja1          | gap junction protein, alpha 1                                                               | 1.52 |
| 1437279_x_at | NM_011519    | Sdc1          | syndecan 1                                                                                  | 1.52 |
| 1431692_a_at | NM_001161844 | Cblc          | Casitas B-lineage lymphoma c                                                                | 1.52 |
| 1435184_at   | NM_001039181 | Npr3          | natriuretic peptide receptor 3                                                              | 1.52 |
| 1420720_at   | NM_016789    | Nptx2         | neuronal pentraxin 2                                                                        | 1.52 |
| 1437278_a_at | NM_016682    | Uba2          | ubiquitin-like modifier activating enzyme 2                                                 | 1.52 |
| 1452972_at   | NM_029321    | Ttc32         | tetratricopeptide repeat domain 32                                                          | 1.52 |
| 1433599_at   | NM_013815    | Baz1a         | bromodomain adjacent to zinc finger domain 1A                                               | 1.52 |
| 1429558_a_at | NM_138593    | Larp7         | La ribonucleoprotein domain family, member 7                                                | 1.52 |
| 1415888_at   | NM_008231    | Hdgf          | hepatoma-derived growth factor                                                              | 1.52 |
| 1460687_at   | NM_030241    | Setd8         | SET domain containing (lysine methyltransferase) 8                                          | 1.52 |
| 1455831_at   | NM_139149    | Fus           | fusion, derived from t(12;16) malignant liposarcoma (human)                                 | 1.52 |
| 1416569_at   | NM_019673    | Actl6a        | actin-like 6A                                                                               | 1.52 |
| 1434367_s_at | NM_026532    |               | nuclear transport factor 2 /// nuclear transport factor 2, pseudogene 1                     | 1.52 |
| 1452364_at   | NM_001163018 | Suz12         | suppressor of zeste 12 homolog (Drosophila)                                                 | 1.52 |
| 1437489_x_at | NM_025848    | Sdhb          | succinate dehydrogenase complex, subunit D, integral membrane protein                       | 1.52 |
| 1447363_s_at | NM_009773    | Bub1b         | budding uninhibited by benzimidazoles 1 homolog, beta (S. cerevisiae)                       | 1.52 |
| 1435544_at   | NM_028274    |               | alanyl-tRNA synthetase /// exosome component 6                                              | 1.52 |
| 1429100_at   | NM_001162903 | 2010109K11Rik | RIKEN cDNA 2010109K11 gene                                                                  | 1.52 |
| 1454158_at   | NM_001081287 | Mpp7          | membrane protein, palmitoylated 7 (MAGUK p55 subfamily member 7)                            | 1.52 |
| 1418573_a_at | NM_001139511 | Raly          | hnRNP-associated with lethal yellow                                                         | 1.52 |
| 1422941_at   | NM_053116    | Wnt16         | wingless-related MMTV integration site 16                                                   | 1.52 |
| 1455016_at   | NM_025845    | Prpf38b       | PRP38 pre-mRNA processing factor 38 (yeast) domain containing B                             | 1.52 |
| 1436887_x_at | NM_153419    | Grwd1         | glutamate-rich WD repeat containing 1                                                       | 1.52 |
| 1428870_at   | NM_001039351 | Nolc1         | nucleolar and coiled-body phosphoprotein 1                                                  | 1.53 |
| 1418230_a_at | NM_001193303 | Lims1         | LIM and senescent cell antigen-like domains 1                                               | 1.53 |
| 1429362_a_at | NM_030109    | Sf3b2         | splicing factor 3b, subunit 2                                                               | 1.53 |
| 1423521_at   | NM_010721    | Lmnb1         | lamin B1                                                                                    | 1.53 |
| 1455887_at   | NM_199035    | Alg8          | asparagine-linked glycosylation 8 homolog (yeast, alpha-1,3-glucosyltransferase)            | 1.53 |
| 1428069_at   | NM_025866    | Cdca7         | cell division cycle associated 7                                                            | 1.53 |
| 1419465_at   | NM_028186    | Nkd2          | naked cuticle 2 homolog (Drosophila)                                                        | 1.53 |
| 1424883_s_at | NM_001195485 | Srsf7         | serine/arginine-rich splicing factor 7                                                      | 1.53 |
| 1435731_x_at | AV139803     | ---           |                                                                                             | 1.53 |
| 1423302_a_at | NM_018878    | Paxip1        | PAX interacting (with transcription-activation domain) protein 1                            | 1.53 |
| 1448354_at   | NM_008062    | G6pdx         | glucose-6-phosphate dehydrogenase X-linked                                                  | 1.53 |
| 1430309_at   | NM_027707    | Nipbl         | Nipped-B homolog (Drosophila)                                                               | 1.53 |
| 1430991_at   | NR_015572    |               | RIKEN cDNA 1810014B01 gene                                                                  | 1.53 |
| 1428570_at   | NM_001122982 | Ccnc          | cyclin C                                                                                    | 1.53 |
| 1454681_at   | NM_194055    | Esrp1         | epithelial splicing regulatory protein 1                                                    | 1.53 |
| 1438546_x_at | NM_007451    | Slc25a5       | solute carrier family 25 (mitochondrial carrier, adenine nucleotide translocator), member 5 | 1.53 |
| 1416365_at   | NM_008302    | Hsp90ab1      | heat shock protein 90 alpha (cytosolic), class B member 1                                   | 1.53 |
| 1417200_at   | NM_001042485 | Tmem183a      | transmembrane protein 183A                                                                  | 1.53 |
| 1419660_at   | NM_025904    |               | RIKEN cDNA 1600012F09 gene                                                                  | 1.53 |
| 1429183_at   | NM_026163    | Pkp2          | plakophilin 2                                                                               | 1.53 |
| 1452681_at   | NM_001105667 | Dtymk         | deoxythymidylate kinase                                                                     | 1.53 |
| 1426326_at   | NM_053009    | Zfp91         | zinc finger protein 91                                                                      | 1.53 |
| 1433482_a_at | NM_057172    | Fubp1         | far upstream element (FUSE) binding protein 1                                               | 1.53 |

| Probe Set ID | Accession_ID | Gene      | Description                                                                                                         | Fold |
|--------------|--------------|-----------|---------------------------------------------------------------------------------------------------------------------|------|
| 1420967_at   | NM_181325    | Slc25a15  | solute carrier family 25 (mitochondrial carrier ornithine transporter), member 15                                   | 1.64 |
| 1437850_a_at | NM_001109745 | Cnbp      | cellular nucleic acid binding protein                                                                               | 1.64 |
| 1453299_a_at | NM_001123371 |           | purine-nucleoside phosphorylase                                                                                     | 1.64 |
| 1416633_a_at | NM_026635    | Fam96a    | family with sequence similarity 96, member A                                                                        | 1.65 |
| 1439463_x_at | NM_001111282 |           | predicted gene 2710 /// high-mobility group (nonhistone chromosomal) protein 1-like 1 /// high mobility group box 1 | 1.65 |
| 1449211_at   | NM_011794    |           | bisphosphate 3'-nucleotidase 1 /// hypothetical LOC100504952                                                        | 1.65 |
| 1449089_at   | NM_173440    | Nrip1     | nuclear receptor interacting protein 1                                                                              | 1.65 |
| 1416345_at   | NM_013898    | Timm8a1   | translocase of inner mitochondrial membrane 8 homolog a1 (yeast)                                                    | 1.65 |
| 1423938_at   | NM_145438    | Llgl2     | lethal giant larvae homolog 2 (Drosophila)                                                                          | 1.65 |
| 1425495_at   | NM_001024846 | Zfp62     | zinc finger protein 62                                                                                              | 1.65 |
| 1439266_a_at | NM_025901    | Polr3k    | polymerase (RNA) III (DNA directed) polypeptide K                                                                   | 1.65 |
| 1451236_at   | NM_001164212 | Rerg      | RAS-like, estrogen-regulated, growth-inhibitor                                                                      | 1.65 |
| 1417374_at   | NM_009447    | Tuba4a    | tubulin, alpha 4A                                                                                                   | 1.65 |
| 1452458_s_at | NM_001081406 | Ppil5     | peptidylprolyl isomerase (cyclophilin) like 5                                                                       | 1.65 |
| 1428869_at   | NM_001039351 | Nolc1     | nucleolar and coiled-body phosphoprotein 1                                                                          | 1.65 |
| 1417884_at   | NM_001029842 | Slc16a6   | solute carrier family 16 (monocarboxylic acid transporters), member 6                                               | 1.65 |
| 1433807_at   | NM_175265    |           | RIKEN cDNA 6720463M24 gene                                                                                          | 1.65 |
| 1460392_a_at | NM_175009    | Eny2      | enhancer of yellow 2 homolog (Drosophila)                                                                           | 1.65 |
| 1423065_at   | NM_007872    | Dnmt3a    | DNA methyltransferase 3A                                                                                            | 1.65 |
| 1424342_at   | NM_001159349 | Fyttd1    | forty-two-three domain containing 1                                                                                 | 1.65 |
| 1433870_at   | NM_146026    | Prr15l    | proline rich 15-like                                                                                                | 1.65 |
| 1422580_at   | NM_010858    | Myl4      | myosin, light polypeptide 4                                                                                         | 1.65 |
| 1437318_at   | NM_001195046 | Pak3      | p21 protein (Cdc42/Rac)-activated kinase 3                                                                          | 1.65 |
| 1429624_at   | NM_025690    | Sltm      | SAFB-like, transcription modulator                                                                                  | 1.65 |
| 1438287_x_at | NM_197982    | Ddx39     | DEAD (Asp-Glu-Ala-Asp) box polypeptide 39                                                                           | 1.65 |
| 1422483_a_at | NM_007808    | Cycs      | cytochrome c, somatic                                                                                               | 1.65 |
| 1434031_at   | NM_001040686 | Zfp692-ps | zinc finger protein 692, pseudogene                                                                                 | 1.65 |
| 1460474_at   | C76835       |           | RIKEN cDNA 2610028L16 gene                                                                                          | 1.65 |
| 1425159_at   | NM_026680    | Golt1a    | golgi transport 1 homolog A (S. cerevisiae)                                                                         | 1.66 |
| 1422573_at   | NM_009667    | Ampd3     | adenosine monophosphate deaminase 3                                                                                 | 1.66 |
| 1421784_a_at | NM_007910    | EfnA4     | ephrin A4                                                                                                           | 1.66 |
| 1439966_x_at | NM_053196    | Sfxn2     | sideroflexin 2                                                                                                      | 1.66 |
| 1455496_at   | NM_001159519 | Pfas      | phosphoribosylformylglycinamide synthase (FGAR amidotransferase)                                                    | 1.66 |
| 1431028_a_at | NM_001114339 | Pank1     | pantothenate kinase 1                                                                                               | 1.66 |
| 1433827_at   | NM_001038999 | Atp8a1    | ATPase, aminophospholipid transporter (APLT), class I, type 8A, member 1                                            | 1.66 |
| 1417395_at   | NM_010637    | Klf4      | Kruppel-like factor 4 (gut)                                                                                         | 1.66 |
| 1456653_a_at | NM_001170785 | Mthfd1l   | methylenetetrahydrofolate dehydrogenase (NADP+ dependent) 1-like                                                    | 1.66 |
| 1415964_at   | NM_009127    | Scd1      | stearoyl-Coenzyme A desaturase 1                                                                                    | 1.66 |
| 1438984_x_at | NM_008945    | Psmb4     | proteasome (prosome, macropain) subunit, beta type 4                                                                | 1.66 |
| 1434815_a_at | NM_178907    | Mapkapk3  | mitogen-activated protein kinase-activated protein kinase 3                                                         | 1.66 |
| 1437187_at   | NM_178609    | E2f7      | E2F transcription factor 7                                                                                          | 1.66 |
| 1416748_a_at | NM_018736    | Mre11a    | meiotic recombination 11 homolog A (S. cerevisiae)                                                                  | 1.66 |
| 1429169_at   | NM_001166409 | Rbm3      | RNA binding motif protein 3                                                                                         | 1.66 |
| 1418036_at   | NM_008922    | Prim2     | DNA primase, p58 subunit                                                                                            | 1.66 |
| 1415909_at   | NM_016737    | Stip1     | stress-induced phosphoprotein 1                                                                                     | 1.66 |
| 1415903_at   | NM_001166456 | Slc38a1   | solute carrier family 38, member 1                                                                                  | 1.66 |
| 1416595_at   | NM_025485    | Mrps22    | mitochondrial ribosomal protein S22                                                                                 | 1.66 |
| 1428409_at   | NM_028108    | Naa50     | N(alpha)-acetyltransferase 50, NatE catalytic subunit                                                               | 1.66 |

| Probe Set ID | Accession_ID | Gene     | Description                                                                                 | Fold |
|--------------|--------------|----------|---------------------------------------------------------------------------------------------|------|
| 1416492_at   | NM_007633    | Ccne1    | cyclin E1                                                                                   | 2.32 |
| 1438360_x_at | NM_007451    | Slc25a5  | solute carrier family 25 (mitochondrial carrier, adenine nucleotide translocator), member 5 | 2.33 |
| 1417828_at   | NM_001109045 | Aqp8     | aquaporin 8                                                                                 | 2.33 |
| 1424296_at   | NM_010295    | Gclc     | glutamate-cysteine ligase, catalytic subunit                                                | 2.33 |
| 1423933_a_at | NM_029639    |          | RIKEN cDNA 1600029D21 gene                                                                  | 2.33 |
| 1430127_a_at | NM_009829    | Ccnd2    | cyclin D2                                                                                   | 2.34 |
| 1448818_at   | NM_009524    | Wnt5a    | wingless-related MMTV integration site 5A                                                   | 2.34 |
| 1452626_a_at | NM_026928    |          | RIKEN cDNA 1810014F10 gene                                                                  | 2.35 |
| 1426533_at   | NM_024193    | Nop56    | NOP56 ribonucleoprotein homolog (yeast)                                                     | 2.35 |
| 1441917_s_at | NM_001168256 | Tmem40   | transmembrane protein 40                                                                    | 2.36 |
| 1424118_a_at | NM_025565    | Spc25    | SPC25, NDC80 kinetochore complex component, homolog (S. cerevisiae)                         | 2.37 |
| 1449705_x_at | NM_008563    | Mcm3     | minichromosome maintenance deficient 3 (S. cerevisiae)                                      | 2.37 |
| 1423674_at   | NM_146144    | Usp1     | ubiquitin specific peptidase 1                                                              | 2.38 |
| 1450051_at   | NM_009530    | Atrx     | alpha thalassemia/mental retardation syndrome X-linked homolog (human)                      | 2.38 |
| 1433804_at   | NM_146145    | Jak1     | Janus kinase 1                                                                              | 2.38 |
| 1416299_at   | NM_011369    | Shcbp1   | Shc SH2-domain binding protein 1                                                            | 2.38 |
| 1448906_at   | NM_007663    | Cdh16    | cadherin 16                                                                                 | 2.38 |
| 1416368_at   | NM_010357    | Gsta4    | glutathione S-transferase, alpha 4                                                          | 2.39 |
| 1418129_at   | NM_053272    | Dhcr24   | 24-dehydrocholesterol reductase                                                             | 2.39 |
| 1441926_x_at | NM_146260    | Tmie     | transmembrane inner ear                                                                     | 2.40 |
| 1454728_s_at | NM_001038999 | Atp8a1   | ATPase, aminophospholipid transporter (APLT), class I, type 8A, member 1                    | 2.40 |
| 1418724_at   | NM_007686    | Cfi      | complement component factor i                                                               | 2.41 |
| 1452227_at   | NM_172710    | Sel1l3   | sel-1 suppressor of lin-12-like 3 (C. elegans)                                              | 2.41 |
| 1419148_at   | NM_009635    | Avil     | advillin                                                                                    | 2.41 |
| 1448794_s_at | NM_009584    | Dnajc2   | DnaJ (Hsp40) homolog, subfamily C, member 2                                                 | 2.41 |
| 1416034_at   | NM_009846    | Cd24a    | CD24a antigen                                                                               | 2.42 |
| 1422430_at   | NM_001163359 | Fignl1   | fidgetin-like 1                                                                             | 2.42 |
| 1452679_at   | NM_023716    | Tubb2b   | tubulin, beta 2B                                                                            | 2.43 |
| 1422842_at   | NM_011917    | Xrn2     | 5'-3' exoribonuclease 2                                                                     | 2.43 |
| 1415802_at   | NM_009196    | Slc16a1  | solute carrier family 16 (monocarboxylic acid transporters), member 1                       | 2.43 |
| 1448263_a_at | NM_023149    | Cndp2    | CNDP dipeptidase 2 (metallopeptidase M20 family)                                            | 2.44 |
| 1434913_at   | NM_173731    | Hmgcll1  | 3-hydroxymethyl-3-methylglutaryl-Coenzyme A lyase-like 1                                    | 2.45 |
| 1449171_at   | NM_001110265 | Ttk      | Ttk protein kinase                                                                          | 2.45 |
| 1435641_at   | NM_173870    | Mgat4a   | mannoside acetylglucosaminyltransferase 4, isoenzyme A                                      | 2.46 |
| 1448627_s_at | NM_023209    | Pbk      | PDZ binding kinase                                                                          | 2.47 |
| 1460406_at   | NM_001033210 | Pls1     | plastin 1 (I-isoform)                                                                       | 2.48 |
| 1460177_at   | NM_023149    | Cndp2    | CNDP dipeptidase 2 (metallopeptidase M20 family)                                            | 2.49 |
| 1450455_s_at | NM_013777    |          | aldo-keto reductase family 1, member C12 /// aldo-keto reductase family 1, member C13       | 2.49 |
| 1429844_at   | NM_027158    |          | RIKEN cDNA 2310043J07 gene                                                                  | 2.49 |
| 1418281_at   | NM_011234    | Rad51    | RAD51 homolog (S. cerevisiae)                                                               | 2.50 |
| 1418930_at   | NM_021274    | Cxcl10   | chemokine (C-X-C motif) ligand 10                                                           | 2.50 |
| 1429295_s_at | NM_027182    | Trip13   | thyroid hormone receptor interactor 13                                                      | 2.50 |
| 1427931_s_at | NM_172134    | Pdxk     | pyridoxal (pyridoxine, vitamin B6) kinase                                                   | 2.50 |
| 1425163_at   | NM_145489    | AI661453 | expressed sequence AI661453                                                                 | 2.50 |
| 1417823_at   | NM_001161712 | Gcat     | glycine C-acetyltransferase (2-amino-3-ketobutyrate-coenzyme A ligase)                      | 2.51 |
| 1439357_at   | NM_001034029 | Il17re   | interleukin 17 receptor E                                                                   | 2.51 |
| 1451065_a_at | NM_197982    | Ddx39    | DEAD (Asp-Glu-Ala-Asp) box polypeptide 39                                                   | 2.51 |
| 1427229_at   | NM_008255    | Hmgcr    | 3-hydroxy-3-methylglutaryl-Coenzyme A reductase                                             | 2.51 |

| Probe Set ID | Accession_ID | Gene     | Description                                                                                                                         | Fold |
|--------------|--------------|----------|-------------------------------------------------------------------------------------------------------------------------------------|------|
| 1417896_at   | NM_013769    | Tjp3     | tight junction protein 3                                                                                                            | 2.51 |
| 1436808_x_at | NM_008566    | Mcm5     | minichromosome maintenance deficient 5, cell division cycle 46 (S. cerevisiae)                                                      | 2.52 |
| 1436021_at   | NM_001114662 | Mfsd4    | major facilitator superfamily domain containing 4                                                                                   | 2.52 |
| 1419717_at   | NM_011348    | Sema3e   | sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3E                                              | 2.53 |
| 1422460_at   | NM_019499    | Mad2l1   | MAD2 mitotic arrest deficient-like 1 (yeast)                                                                                        | 2.54 |
| 1421821_at   | NM_010700    | Ldlr     | low density lipoprotein receptor                                                                                                    | 2.54 |
| 1416661_at   | NM_010123    | Eif3a    | eukaryotic translation initiation factor 3, subunit A                                                                               | 2.54 |
| 1424292_at   | NM_001172092 | Depdc1a  | DEP domain containing 1a                                                                                                            | 2.54 |
| 1418024_at   | NM_053089    | Naa15    | N(alpha)-acetyltransferase 15, NatA auxiliary subunit                                                                               | 2.55 |
| 1422123_s_at | NM_001039185 |          | carcinoembryonic antigen-related cell adhesion molecule 1 /// carcinoembryonic antigen-related cell adhesion molecule 2             | 2.55 |
| 1416596_at   | NM_023557    | Slc44a4  | solute carrier family 44, member 4                                                                                                  | 2.56 |
| 1436704_x_at | NM_138745    | Mthfd1   | methylenetetrahydrofolate dehydrogenase (NADP+ dependent), methenyltetrahydrofolate cyclohydrolase, formyltetrahydrofolate synthase | 2.57 |
| 1452912_at   | NM_183089    | Dscc1    | defective in sister chromatid cohesion 1 homolog (S. cerevisiae)                                                                    | 2.57 |
| 1416802_a_at | NM_026410    | Cdca5    | cell division cycle associated 5                                                                                                    | 2.57 |
| 1450988_at   | NM_010195    | Lgr5     | leucine rich repeat containing G protein coupled receptor 5                                                                         | 2.57 |
| 1448777_at   | NM_008564    | Mcm2     | minichromosome maintenance deficient 2 mitotin (S. cerevisiae)                                                                      | 2.57 |
| 1436335_at   | NM_001113360 | Plch2    | phospholipase C, eta 2                                                                                                              | 2.58 |
| 1418264_at   | NM_021790    | Cenpk    | centromere protein K                                                                                                                | 2.60 |
| 1415945_at   | NM_008566    | Mcm5     | minichromosome maintenance deficient 5, cell division cycle 46 (S. cerevisiae)                                                      | 2.60 |
| 1418076_at   | NM_011176    | St14     | suppression of tumorigenicity 14 (colon carcinoma)                                                                                  | 2.60 |
| 1420352_at   | NM_133731    | Prss22   | protease, serine, 22                                                                                                                | 2.61 |
| 1449708_s_at | NM_007691    | Chek1    | checkpoint kinase 1 homolog (S. pombe)                                                                                              | 2.62 |
| 1450780_s_at | NM_010441    | Hmga2    | high mobility group AT-hook 2                                                                                                       | 2.63 |
| 1460682_s_at | NM_001039185 |          | carcinoembryonic antigen-related cell adhesion molecule 1 /// carcinoembryonic antigen-related cell adhesion molecule 2             | 2.63 |
| 1422533_at   | NM_020010    | Cyp51    | cytochrome P450, family 51                                                                                                          | 2.63 |
| 1448235_s_at | NM_001111282 |          | high-mobility group (nonhistone chromosomal) protein 1-like 1                                                                       | 2.64 |
| 1434695_at   | NM_029766    | Dtl      | denticleless homolog (Drosophila)                                                                                                   | 2.64 |
| 1439793_at   | NM_016975    | Gja3     | gap junction protein, alpha 3                                                                                                       | 2.64 |
| 1428859_at   | NM_153783    | Paox     | polyamine oxidase (exo-N4-amino)                                                                                                    | 2.64 |
| 1417588_at   | NM_015736    | Galnt3   | UDP-N-acetyl-alpha-D-galactosamine:polypeptide N-acetylglactosaminyltransferase 3                                                   | 2.65 |
| 1448743_at   | NM_138744    | Ssx2ip   | synovial sarcoma, X breakpoint 2 interacting protein                                                                                | 2.68 |
| 1418457_at   | NM_019568    | Cxcl14   | chemokine (C-X-C motif) ligand 14                                                                                                   | 2.68 |
| 1448130_at   | NM_010191    | Fdft1    | farnesyl diphosphate farnesyl transferase 1                                                                                         | 2.68 |
| 1439476_at   | NM_007883    | Dsg2     | desmoglein 2                                                                                                                        | 2.68 |
| 1450494_x_at | NM_001039185 | Ceacam1  | carcinoembryonic antigen-related cell adhesion molecule 1                                                                           | 2.68 |
| 1438009_at   | NM_001177544 |          | predicted gene 11276 /// histone cluster 1, H2ao                                                                                    | 2.69 |
| 1426301_at   | NM_009655    | Alcam    | activated leukocyte cell adhesion molecule                                                                                          | 2.71 |
| 1425452_s_at | NM_029007    | Fam84a   | family with sequence similarity 84, member A                                                                                        | 2.71 |
| 1450035_a_at | NM_018785    | Prpf40a  | PRP40 pre-mRNA processing factor 40 homolog A (yeast)                                                                               | 2.71 |
| 1422760_at   | NM_011061    | Padi4    | peptidyl arginine deiminase, type IV                                                                                                | 2.72 |
| 1416558_at   | NM_010790    | Melk     | maternal embryonic leucine zipper kinase                                                                                            | 2.73 |
| 1417812_a_at | NM_008484    | Lamb3    | laminin, beta 3                                                                                                                     | 2.74 |
| 1439568_at   | NM_015764    | Greb1    | gene regulated by estrogen in breast cancer protein                                                                                 | 2.74 |
| 1448899_s_at | NM_009013    | Rad51ap1 | RAD51 associated protein 1                                                                                                          | 2.74 |
| 1418601_at   | NM_011921    | Aldh1a7  | aldehyde dehydrogenase family 1, subfamily A7                                                                                       | 2.75 |
| 1417738_at   | NM_016899    | Rab25    | RAB25, member RAS oncogene family                                                                                                   | 2.76 |
| 1435494_s_at | NM_023842    | Dsp      | desmoplakin                                                                                                                         | 2.76 |

| Probe Set ID | Accession_ID | Gene    | Description                                                                  | Fold  |
|--------------|--------------|---------|------------------------------------------------------------------------------|-------|
| 1416236_a_at | NM_007962    | Mpzl2   | myelin protein zero-like 2                                                   | 6.00  |
| 1455454_at   | NM_001013785 | Akr1c19 | aldo-keto reductase family 1, member C19                                     | 6.32  |
| 1417155_at   | NM_008709    | Mycn    | v-myc myelocytomatosis viral related oncogene, neuroblastoma derived (avian) | 7.73  |
| 1424357_at   | NM_144936    | Tmem45b | transmembrane protein 45b                                                    | 8.01  |
| 1423323_at   | NM_020047    | Tacstd2 | tumor-associated calcium signal transducer 2                                 | 8.06  |
| 1449833_at   | NM_011472    | Sprr2f  | small proline-rich protein 2F                                                | 8.32  |
| 1419323_at   | NM_011059    | Padi1   | peptidyl arginine deiminase, type I                                          | 8.36  |
| 1434719_at   | NM_175628    | A2m     | alpha-2-macroglobulin                                                        | 8.53  |
| 1438555_x_at | NM_080457    | Muc4    | mucin 4                                                                      | 9.16  |
| 1424733_at   | NM_001008497 | P2ry14  | purinergic receptor P2Y, G-protein coupled, 14                               | 9.23  |
| 1420401_a_at | NM_019511    | Ramp3   | receptor (calcitonin) activity modifying protein 3                           | 9.54  |
| 1427042_at   | NM_178920    | Mal2    | mal, T-cell differentiation protein 2                                        | 9.55  |
| 1422604_at   | NM_009474    | Uox     | urate oxidase                                                                | 12.22 |
| 1450009_at   | NM_008522    | Ltf     | lactotransferrin                                                             | 12.75 |
| 1453503_at   | NM_030061    | Spink12 | serine peptidase inhibitor, Kazal type 11                                    | 13.04 |
| 1423271_at   | NM_008125    | Gjb2    | gap junction protein, beta 2                                                 | 17.09 |
| 1455996_x_at | NM_009475    | Prap1   | proline-rich acidic protein 1                                                | 23.07 |
| 1419167_at   | NM_009475    | Prap1   | proline-rich acidic protein 1                                                | 30.47 |
| 1416306_at   | NM_017474    | Clca3   | chloride channel calcium activated 3                                         | 36.21 |
| 1427747_a_at | NM_008491    | Lcn2    | lipocalin 2                                                                  | 62.12 |

How the deposited data were processed for this re-analysis (not part of the article)

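Whole uteri collected at 3.5 dpc from mice of both genotypes, Arid1a f/f and Arid1a d/d, were measured on Affymetrix mouse expression arrays, with 3 arrays per genotype. The authors made the deposited intensity values with RMA and global scaling, as the methods state, and the submitters' processing notes name RMA with no version. The methods set the trimmed mean of each array to 100. In the deposited table the mean after trimming each tail by 2% was 16.4 to 17.2, and how the table was rescaled is not given in the sources used here. Log2 values were foreseen when the design was fixed, with a log2 step in case of linear ones. The deposited intensity values are linear, from 1.29 to 4479, so log2 was taken before any test, with no filter on dim probe sets. The table has 45037 probe sets and no detection calls, and with 3 arrays per genotype the spread between arrays limits the precision.

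Probe sets were named from the platform annotation, with symbols updated through Entrez IDs to the gene table of assembly GRCm38.p6. Of the probe sets, 34945 name 1 gene, 932 name several and were not named here, and 9160 are unnamed here. C3, Areg and Ccnb1, which the paper measures, were named through S3 Table. Because that table holds only probe sets past the study's fold filter, these 3 genes were kept out of every list except that of Table 1, so C3 is not among the estrogen-responsive, Areg not among the progesterone-responsive and Ccnb1 not among the mitosis genes. No coordinates are given, since the files name no genome build.

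The genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg over all probe sets). Gene lists were tested with camera at a preset inter-gene correlation of 0.01, with adjustment over 30 lists, then with an estimated correlation and with fry. Intervals of list medians are 95% bootstrap intervals from 10000 draws of the list's genes, which are not independent. The comparisons, the gene lists and the rule for named genes were fixed before the data were examined. The rule took every gene that the paper names with a measurement, the 10 largest rises and 10 largest falls past the test with no overlap between genotypes, and up to 4 genes past the test in each list, or 2 where none passed. The values of the genes that the paper names and the highest and lowest entries of S3 Table had been seen by then. Fkbp4, which the paper names only from earlier work, was taken with them. Igf1, Prss28, Prss29, Lcn2, Dusp1, Krt8 and Krt18 are named outside this rule, and were chosen after their values were seen. Foxa2 is outside it too, and was chosen for a test before its value was seen.

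The fit was tested on simulated data with the real means and spreads of 45037 probe sets for the same comparison. It recovered 59 of 100 probe sets changed by 1 on the log2 scale and 94 of 100 changed by 2, with 8 false calls among the others. These figures describe that simulation, which changed few probe sets. The real comparison called 1090 higher and 1057 lower, and its rate of false calls was not measured. The alternatives were the replicate number as a block, quantile normalization, median centring, leaving out the dimmest probe sets, eBayes with trend and robust options, the methods' t-test, array weights, leaving out probe sets that can detect several transcripts, leaving out each array, other thresholds, other probe sets per gene and other set tests.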

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

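Of the tests in this part, the comparison of endothelial with stromal and muscle markers, the list medians without single arrays, the overlap with immune markers, the keratin transcripts and the probe set counts in other splits were chosen after the results were seen. Among gene groups that the paper does not discuss and that passed camera between the genotypes were uterine gland genes, with a median log2 fold change of -2.13, and endothelial markers, with one of -0.95, and with an estimated correlation neither passed (adjusted p = 0.211 for both). Counts below are at an adjusted p under 0.05 in limma, and medians are log2 fold changes, set against the largest median in the other 9 splits of the arrays into 3 and 3. For genes of cholesterol synthesis, 4 of 15 were higher and 0 lower, with a median of 0.87 against 0.71 in size in the other splits (camera adjusted p = 2.76e-08, adjusted p = 0.342 with an estimated correlation), and the higher ones numbered 10 without Arid1a d/d replicate 1, 2 without Arid1a d/d replicate 2, 1 without Arid1a f/f replicate 1 and 0 without Arid1a f/f replicate 2 or 3 or Arid1a d/d replicate 3. For immediate early genes, 0 of 19 were higher and 5 lower, with a median of -0.50 against 0.35 in size in the other splits (camera adjusted p = 6.89e-05, adjusted p = 0.304 with an estimated correlation), and the lower ones numbered 2 without Arid1a f/f replicate 2 or 3 or Arid1a d/d replicate 3. For genes of extracellular matrix, 0 of 21 were higher and 6 lower, with a median of -0.32 against 0.32 in size in the other splits (camera adjusted p = 6.89e-05, adjusted p = 0.382 with an estimated correlation), and the lower ones numbered 3 without Arid1a f/f replicate 3 and 2 without Arid1a f/f replicate 1 or 2 or Arid1a d/d replicate 2 or 3. The median of these matrix genes was no larger in size than in a split that mixes the genotypes. For macrophage and leukocyte markers, 0 of 13 were higher and 2 lower, with a median of -0.53 against 0.47 in size in the other splits (camera adjusted p = 0.00163, adjusted p = 0.504 with an estimated correlation), and the lower ones numbered 1 without Arid1a d/d replicate 1 or 3 and 0 without Arid1a f/f replicate 2 or 3 or Arid1a d/d replicate 2, with a median of -0.33 without Arid1a f/f replicate 3. For lymphocyte and natural killer cell markers, 0 of 11 were higher and 3 lower, with a median of -0.23 against 0.19 in size in the other splits (camera adjusted p = 0.00394, adjusted p = 0.211 with an estimated correlation), and the lower ones numbered 1 without Arid1a f/f replicate 1 or 3 or Arid1a d/d replicate 1 or 2 and 0 without Arid1a f/f replicate 2.

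The camera p-values at a preset correlation are weak evidence on these arrays. The genotypes gave 16 of 30 lists at an adjusted p under 0.05, and the highest of the other 9 splits of the 6 arrays into 3 and 3 gave 15. Those splits still set 2 arrays of a genotype against 1, so they hold part of the difference. In limma the probe set counts were 1090 higher and 1057 lower, against 0 as the highest of the other splits. At an unadjusted p under 0.05, limma passed 8333 probe sets between the genotypes and 1935 in the highest of the other splits. For each of these 3 results 1 of 10 splits, the real one, gave a count as large, and 10 splits cannot give a share under 0.1.

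Genes of DNA replication had a median of 0.78, and the largest median in the other splits was 0.49 in size. Without Arid1a d/d replicate 2, which lay furthest from the Arid1a f/f arrays on the first principal component, the median was 0.72 (95% bootstrap interval 0.55 to 0.84), which argues against that array as the whole cause. The camera adjusted p without it was 8.41e-24 (over all settings 7.67e-32 to 0.211), but camera also passed this list in 6 of the other 9 splits, so the bound set for that p was wrong and it does not decide. On these arrays a larger share of epithelial cells could not be told apart from more cycling per cell. The median of the epithelial markers, 0.67 (interval 0.14 to 0.92), overlaps that of DNA replication (0.62 to 0.95). Without Arid1a d/d replicate 2, the epithelial median fell to 0.38. Its interval (0.0092 to 0.61) still overlaps the one given above for DNA replication without that array. The abundant keratin transcripts Krt8 and Krt18 had 0.77 (adjusted p = 0.0953, limma) and 0.14. Without Arid1a d/d replicate 2 they had 0.49 and 0.0092, and Krt8 passed at 0.98 without Arid1a d/d replicate 1. The paper counted Ki67-positive cells among a fixed number of epithelial cells, and reports a large increase in Arid1a d/d mice. Such a count does not depend on the epithelial share, so it argues against a larger share as the whole cause. A larger share as part of the cause stays open. A response of the cells to the genotype stays open as well.

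Uterine gland genes had the median given above, against 0.90 in size in the other splits, and -1.39 without Arid1a f/f replicate 2. Fewer epithelial cells would lower the epithelial markers too, but the lower bound of their median was 0.14, and 0.0092 without Arid1a d/d replicate 2, both above 0. Fewer gland cells cannot be told apart from lower expression per gland cell by Foxa2, a transcription factor of gland cells. It had a log2 fold change of -1.05 with a 95% interval of -1.62 to -0.48. Foxa2 passed limma only without Arid1a f/f replicate 1, at -1.28, and had -0.73 without Arid1a f/f replicate 3. The lower genes of this list numbered 4 to 6 when 1 array was left out, and several of its members had been seen in S3 Table. A response of gland genes to the genotype stays open as a hypothesis.

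Endothelial markers had a largest median of 0.44 in size in the other splits, and none of the 12 had a value above 0. A smaller share of all cells outside the epithelium would lower stromal and muscle markers alike, but the upper bound for endothelial markers was -0.57, below the lower bounds of -0.51 for stromal fibroblast and -0.34 for smooth muscle markers, which argues against it as the whole cause. The muscle bound stayed apart whichever array was left out, but the fibroblast bound did not without Arid1a f/f replicate 1 or 2 or Arid1a d/d replicate 1, and the intervals of the macrophage and leukocyte markers (-0.80 to -0.30) and of the lymphocyte and natural killer cell markers (-0.99 to -0.10) overlap the endothelial one, so a fall shared with immune cells stays open. Without Arid1a d/d replicate 2 the endothelial median was -0.92 (interval -1.18 to -0.53), and the camera adjusted p was 9.85e-12 (over all settings 1.20e-12 to 0.211), a test that also passed this list in 5 of the other 9 splits and so does not decide. Fewer endothelial cells, lower expression per cell and an effect of the genotype were not separated by these arrays.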

How the results depend on the processing

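The counts of probe sets, 1090 higher and 1057 lower, stayed within 1.5 times under quantile normalization, median centring, without the dimmest probe sets, with trend and robust options, with array weights and without probe sets that can detect several transcripts. They ranged over 241 to 941 and 337 to 878 when 1 array was left out, where fewer arrays enter the fit. At an adjusted p under 0.01 they were 152 and 237. The methods' t-test gave 3386 and 3316 at an unadjusted p under 0.05 and 0 and 0 after Benjamini-Hochberg, where limma gave the counts above. The 1.5-fold counts, 1327 and 1206, were 345 and 357 at 2-fold, 787 and 803 with an adjusted p under 0.05 as well, and within 1.5 times when 1 array was left out (1120 to 1508 and 1026 to 1444). With the replicate block the counts were 1126 and 1039, and 103 of 112 named genes kept direction and side of the threshold, 5 lost the call and 4 gained it. Same-numbered arrays had residual correlations of -0.030, 0.071 and 0.27, and 3 of 6 arrays correlated best with their own number. With so few arrays per genotype, these values cannot decide whether same-numbered samples share more than a number. Of the 30 lists, 16 passed camera (16 to 19 when 1 array was left out), 10 passed fry and 0 passed with an estimated correlation. Under the latter the adjusted p was 0.304 for mitosis, 0.211 for the DNA replication, G1 to S control, chromatin assembly, estrogen-responsive, gland and endothelial lists, and 0.224 for the genes of Table 1. In fry the adjusted p was 0.0541 for mitosis and 0.0222 for the genes of Table 1. It was 0.0216 for the DNA replication, G1 to S control and chromatin assembly lists. For the gland list it was 0.0120, and for the estrogen-responsive and endothelial lists 0.0096. In camera the estimated correlation was 0.48 for DNA replication, 0.74 for mitosis and 0.56 for the genes of Table 1, against the preset 0.01. It was 0.0051 for the Kruppel-like factor list and -0.045 for the lymphocyte and natural killer cell list. Both passed at the preset correlation, and had an adjusted p of 0.211 with the estimated one. A higher correlation is therefore not the only reason that lists lost their call. What else contributed was not tested. Esr1, -0.45 on its brightest probe set, was 0.087 as the mean of its probe sets, whose values differ in direction. As the mean of their probe sets, Clca3 had 2.51, Mycn 0.93, Hells 1.02, Kif11 0.79, Slc2a3 -1.84, Lrp2 -2.10, Ttr -1.57 and Cdh5 -0.83, which kept their calls, while Rbl1, Bcl7a, Klf7, Des, Wnt7a, Atad2 and Ptprc lost theirs. Wnt7a went from 1.07 to 0.27, Atad2 from 1.16 to 0.38 and Ptprc from -0.80 to -0.41. Over settings that leave out no array, 1106 of 1224 values for 112 named genes kept direction and side of the threshold, 104 lost the call and 13 gained it. Without detection calls, how far a dim gene lies above background is unknown.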

Differences from the paper's values

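The paper's fold for Fen1 is 2.12, and the value here was 1.40, from the brightest probe set. Of the alternatives set before the data were examined, 2.10 on the probe set whose fold Table 1 prints, which is also the value without probe sets that can detect several transcripts, 1.72 as the mean of all probe sets, 1.49 without Arid1a f/f replicate 1, 1.44 without Arid1a d/d replicate 1 and 1.44 without Arid1a d/d replicate 3 did not differ from it by the criteria used. The other alternatives, between 1.33 and 1.41, did. Fen1 passed the test on the probe set of Table 1, as the mean of its probe sets, without the dimmest probe sets, with trend and robust options, and in the methods' t-test at an unadjusted p. For Mcm6 the paper's fold is 2.88, and the values here were 1.97 on the brightest probe set and 2.88 on that of Table 1, which did not differ from it by the criteria used, while 1.91, 1.83 and 1.84 without Arid1a f/f replicate 2, Arid1a f/f replicate 3 or Arid1a d/d replicate 2 and 1.85 as the mean of its probe sets did. For Hells the paper's fold is 3.91, and 3.94 on the brightest probe set did not differ from it but 2.03 as the mean of its probe sets did.

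The paper counts genes, while the 1358 and 1198 entries of S3 Table are probe sets with 998 and 890 different gene symbols. The ratio of arithmetic means at 1.5-fold, the threshold that the paper states, gave the paper's counts, 1358 and 1198. The statistics section names Student's t-test and a p threshold for the paper as a whole, while the microarray methods give fold filters and no p.

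The paper reports lower Fst and Gata2 transcript by RT-qPCR. On the arrays Fst had a log2 fold change of -0.33 (adjusted p = 0.748, limma), with 27.0 on Arid1a d/d replicate 2 against 99.2 and 77.2 on the others, and without that replicate it was 0.23. Gata2 had -0.16 (adjusted p = 0.571, limma) and 0.10 on its other probe set, and its brightest ranged over -0.25 to -0.099 when 1 array was left out. The paper names Klf4, Klf15, Muc1 and Areg as changed. It measured Muc1 and Areg by RT-qPCR, and reports Klf4 and Klf15 by array fold and protein staining. Their adjusted p was 0.134, 0.0863, 0.152 and 0.157 in limma, in the paper's direction. Before adjustment over all probe sets the limma p was 0.0138, 0.0064, 0.0173 and 0.0183. The adjusted test is not one that the paper ran. Klf4 passed with the replicate block, Klf15 without Arid1a d/d replicate 1 and Muc1 without Arid1a d/d replicate 2. No setting that was run passed Fst, Gata2 or Areg. Lrp2, which the paper also reports lower, had -3.22 (adjusted p = 0.0129, limma), and C3, which it reports higher with Clca3 and Ltf, had 1.12 (adjusted p = 0.0213, limma), with Clca3 at 4.94 and Ltf at 3.80. C3 lost its call without Arid1a f/f replicate 2 or 3, and Lrp2 when any 1 Arid1a f/f array was left out. The paper describes Klf9 as not altered and lists 1 of its probe sets in S3 Table, where the log2 fold change here was -0.65 (adjusted p = 0.0555, limma). Its brightest probe set had -0.49 (adjusted p = 0.158, limma), and -0.32 without Arid1a d/d replicate 2.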

Other observations

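Cholesterol synthesis genes that rose were led by Idi1, an isomerase of the isoprenoid pathway (log2 fold change 2.15, standard error 0.38, adjusted p = 0.0191), and Sqle, squalene epoxidase (log2 fold change 1.55, standard error 0.31, adjusted p = 0.0284), both by limma. Idi1 lost its call without Arid1a f/f replicate 2 or 3 or Arid1a d/d replicate 3, and Sqle in 4 of the 6 fits that left out 1 array. Immediate early genes that fell were Ctgf at -2.23, Fos at -1.85, Egr1 at -1.75, Ier3 at -1.36 and Dusp1 at -0.67 on the log2 scale, and Ctgf and Egr1 kept their calls whichever array was left out, while Fos, Ier3 and Dusp1 lost theirs in 4, 3 and 5 of the 6 fits. Matrix genes that fell included Bgn, which encodes biglycan, at -1.22 and Thbs2 at -0.92, which both kept their calls, and Fmod at -1.92, which lost its call in 5 of the 6 fits. Among immune markers, the granzyme genes Gzmb and Gzma had -1.43 and -1.04 and Cd52 had -1.20, and they lost their calls in 5, 4 and 4 of the 6 fits. In the gland list, Prss29 at -3.14 and Prss28 at -2.77 did not pass the test (adjusted p = 0.212 and 0.217), nor did Lcn2 among estrogen-responsive genes, at 3.84 (adjusted p = 0.184). Without Arid1a f/f replicate 2, Prss29 and Prss28 had -1.52 and -1.25, and Prss29 passed without Arid1a f/f replicate 1 at -4.66. Lcn2 had 2.04 without Arid1a d/d replicate 2 and passed without Arid1a d/d replicate 3 at 5.64.

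Other lists gave the following counts in limma. SWI/SNF subunits had 1 of 25 higher and 2 lower (3 and 2 when adjusted over the list alone), median 0.067, camera adjusted p = 0.391. The lower ones were Arid1a itself, the deleted gene, and Smarca2 at -0.76, which lost its call in 4 of the 6 fits that left out 1 array, and the higher one, Bcl7a, lost its call in all 6. Interferon-stimulated genes had 1 of 17 higher and 1 lower (1 and 1 when adjusted over the list alone), median -0.15, camera adjusted p = 0.437, and Bst2, which rose, and Ifit3, which fell, each lost its call in 5 of the 6 fits. Ciliated and oviduct cell markers had 0 of 10 higher and 1 lower (0 and 1 when adjusted over the list alone), median -0.026, camera adjusted p = 0.798, the lower one being Ovgp1 at -2.65, which lost its call in 3 of the 6 fits. No gene of the remaining lists passed at an adjusted p under 0.05 in limma. Genes of the unfolded protein response had median 0.20 (camera adjusted p = 0.111) and 4 higher and 1 lower of 16 at an unadjusted p (3 and 1 in the methods' t-test). Reference genes had median 0.093 (camera adjusted p = 0.252) and 1 higher and 0 lower of 9 at an unadjusted p (0 and 0 in the methods' t-test). For adipocyte markers the values were median 0.35 (camera adjusted p = 0.127) and 1 higher and 1 lower of 8 at an unadjusted p (1 and 0 in the methods' t-test). For neutrophil markers they were median -0.083 (camera adjusted p = 0.357) and 0 higher and 1 lower of 8 at an unadjusted p (0 and 1 in the methods' t-test). Erythrocyte markers had median 0.046 (camera adjusted p = 0.834) and 0 higher and 0 lower of 4 at an unadjusted p (0 and 0 in the methods' t-test). Preimplantation embryo markers had median 0.013 (camera adjusted p = 0.807) and 0 higher and 0 lower of 8 at an unadjusted p (0 and 1 in the methods' t-test). Skeletal muscle markers had median -0.017 (camera adjusted p = 0.991) and 0 higher and 0 lower of 8 at an unadjusted p (0 and 0 in the methods' t-test). Each median in this paragraph moved by over 1.5 times when 1 or more of the single arrays was left out, and those of the reference genes, erythrocyte markers and preimplantation embryo markers also changed direction.

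For genes that the paper measured by other assays, the arrays gave these log2 fold changes in limma. Mki67 had 0.56 (adjusted p = 0.187), and passed without Arid1a f/f replicate 1 at 0.82, where that array had 155 against 83.9 and 98.0 on the other Arid1a f/f arrays. Nr2f2 had -0.32 (adjusted p = 0.310), Fkbp5 -0.72 (adjusted p = 0.122), Il13ra2 -0.20 (adjusted p = 0.803) and Hand2 0.0016 (adjusted p = 0.998). Without Arid1a d/d replicate 2 these 4 had -0.16, -0.47, 0.17 and 0.20, and over the fits that left out 1 array Il13ra2 ranged over -0.44 to 0.17 and Hand2 over -0.19 to 0.20. As the mean of their probe sets, Nr2f2 had -0.14, Fkbp5 -0.36, Il13ra2 -0.20 and Hand2 0.038. Fkbp4, which the paper names only from earlier work, had 0.44 (adjusted p = 0.0738) and passed without Arid1a d/d replicate 1. Esr1 had -0.45 (adjusted p = 0.0441) on its brightest probe set, 0.21 and 0.51 on the others, and lost the call when any 1 array was left out.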
